# Mitochondrial Dysfunction Reveals the Role of mRNA Poly(A) Tail Regulation in Oculopharyngeal Muscular Dystrophy Pathogenesis

**DOI:** 10.1371/journal.pgen.1005092

**Published:** 2015-03-27

**Authors:** Aymeric Chartier, Pierre Klein, Stéphanie Pierson, Nicolas Barbezier, Teresa Gidaro, François Casas, Steven Carberry, Paul Dowling, Laurie Maynadier, Maëlle Bellec, Martine Oloko, Claude Jardel, Bodo Moritz, George Dickson, Vincent Mouly, Kay Ohlendieck, Gillian Butler-Browne, Capucine Trollet, Martine Simonelig

## Abstract

Oculopharyngeal muscular dystrophy (OPMD), a late-onset disorder characterized by progressive degeneration of specific muscles, results from the extension of a polyalanine tract in poly(A) binding protein nuclear 1 (PABPN1). While the roles of PABPN1 in nuclear polyadenylation and regulation of alternative poly(A) site choice are established, the molecular mechanisms behind OPMD remain undetermined. Here, we show, using *Drosophila* and mouse models, that OPMD pathogenesis depends on affected poly(A) tail lengths of specific mRNAs. We identify a set of mRNAs encoding mitochondrial proteins that are down-regulated starting at the earliest stages of OPMD progression. The down-regulation of these mRNAs correlates with their shortened poly(A) tails and partial rescue of their levels when deadenylation is genetically reduced improves muscle function. Genetic analysis of candidate genes encoding RNA binding proteins using the *Drosophila* OPMD model uncovers a potential role of a number of them. We focus on the deadenylation regulator Smaug and show that it is expressed in adult muscles and specifically binds to the down-regulated mRNAs. In addition, the first step of the cleavage and polyadenylation reaction, mRNA cleavage, is affected in muscles expressing alanine-expanded PABPN1. We propose that impaired cleavage during nuclear cleavage/polyadenylation is an early defect in OPMD. This defect followed by active deadenylation of specific mRNAs, involving Smaug and the CCR4-NOT deadenylation complex, leads to their destabilization and mitochondrial dysfunction. These results broaden our understanding of the role of mRNA regulation in pathologies and might help to understand the molecular mechanisms underlying neurodegenerative disorders that involve mitochondrial dysfunction.

## Author Summary

Oculopharyngeal muscular dystrophy is a genetic disease characterized by progressive degeneration of specific muscles, leading to ptosis (eyelid drooping), dysphagia (swallowing difficulties) and proximal limb weakness. The disease results from mutations in a nuclear protein called poly(A) binding protein nuclear 1 that is involved in polyadenylation of messenger RNAs (mRNAs) and poly(A) site selection. To address the molecular mechanisms involved in the disease, we have used two animal models (*Drosophila* and mouse) that recapitulate the features of this disorder. We show that oculopharyngeal muscular dystrophy pathogenesis depends on defects in poly(A) tail length regulation of specific mRNAs. Because poly(A) tails play an essential role in mRNA stability, these defects result in accelerated decay of these mRNAs. The affected mRNAs encode mitochondrial proteins, and mitochondrial activity is impaired in diseased muscles. These findings have important implications for the development of potential therapies for oculopharyngeal muscular dystrophy, and might be relevant to decipher the molecular mechanisms underlying other disorders that involve mitochondrial dysfunction.

## Introduction

Many neurodegenerative disorders are due to expansions of trinucleotide repeats in the associated genes. In many cases, the pathology is thought to involve protein misfolding and accumulation in insoluble aggregates [1]. However, more recent data have also implicated RNA toxicity and RNA granules in several neurodegenerative diseases [2,3]. RNA repeats can induce the formation of RNA aggregates and interact with RNA binding proteins, thus interfering with RNA metabolism.

Oculopharyngeal muscular dystrophy (OPMD) is another triplet expansion disease which results from short expansions of a GCN repeat in the gene encoding poly(A) binding protein nuclear 1 (PABPN1) [4]. OPMD is an autosomal dominant muscular dystrophy, which has a late onset and is characterised by progressive weakness and degeneration of specific muscles [5,6]. Triplet expansion in *PABPN1* leads to extension of a polyalanine tract from 10 alanines in the normal protein to a maximum of 17 alanines at the N-terminus of the protein. Nuclear aggregates in muscle fibres are a pathological hallmark of OPMD [7]. These aggregates contain mutant insoluble PABPN1, ubiquitin, subunits of the proteasome, as well as poly(A) RNA [8]. Polyalanine expansions in PABPN1 are thought to induce misfolding and formation of aggregates, which are targeted to the ubiquitin-proteasome degradation pathway [9,10]. However, it is still unknown whether these nuclear aggregates have a pathological function, a protective role, or are a consequence of a cellular defence mechanism.

Despite recent progress in OPMD pathophysiology showing important deregulation of the ubiquitin-proteasome system in the disease [9] and a role of apoptosis [11], the molecular mechanisms leading to muscle dysfunction remain undetermined.

PABPN1 plays a role in nuclear polyadenylation, an mRNA processing reaction leading to the formation of the poly(A) tail at the 3' end of mRNAs [12]. PABPN1 binds to nascent poly(A) tails during this reaction and acts in stimulating poly(A) polymerase (the enzyme that synthesizes the poly(A) tail) and controlling poly(A) tail length [13–15]. Consistent with this function, *in vivo* data using mutants of *Pabp2*, the *PABPN1* homologue in *Drosophila* [16], and knock-down of PABPN1 in cultured mouse myoblasts [17] have shown shorter mRNA poly(A) tail lengths upon depletion of PABPN1. Other functions of PABPN1 have been described more recently in i) a nuclear surveillance mechanism leading to hyperadenylation and decay of RNAs retained in the nucleus [18], ii) polyadenylation and turnover of long non-coding RNAs [19], and iii) regulation of poly(A) site usage whereby PABPN1 prevents the utilization of proximal weak poly(A) sites [20]. Any of these functions might be relevant to OPMD, and indeed a general shift in the utilization of proximal poly(A) sites was described in a mouse model of OPMD and correlated with some upregulation of the shorter form of mRNAs generated following this shift [20,21]. However, whether and how this upregulation might underlie OPMD was not addressed.

Here we use a *Drosophila* model of OPMD to investigate the molecular defects leading to OPMD. This model is generated by the expression of alanine expanded mammalian PABPN1 (PABPN1-17ala) specifically in muscles; it reproduces the disease characteristics, namely progressive muscle weakness and degeneration resulting in wing position defects, and formation of nuclear aggregates containing mutant PABPN1 in affected muscles [22,23]. Using complementary transcriptomic and genetic approaches we show that an early defect during OPMD progression is the down-regulation of mRNAs encoding mitochondrial proteins, which depends on their active deadenylation and leads to mitochondrial dysfunction. We find that the cleavage step during the nuclear cleavage/polyadenylation reaction is affected in the *Drosophila* model of OPMD. However, this defect is general and the specific mRNA down-regulation depends on active deadenylation involving the CCR4-NOT deadenylation complex and Smaug (Smg), an RNA binding protein known to recruit the CCR4-NOT complex to specific mRNAs [24,25]. Reducing the dosage of genes involved in deadenylation partially rescues the levels of mRNAs encoding mitochondrial proteins leading to improvement of muscle function. Importantly, these early defects are conserved in a mouse model of OPMD and mitochondrial protein levels are also decreased in muscle biopsies from OPMD patients. Down-regulated mRNAs involved in mitochondrial function are enriched in Smg recognition elements (SREs) in both *Drosophila* and mouse. We propose a model in which the first molecular defect in OPMD concerns PABPN1 nuclear function in cleavage/polyadenylation. Some mRNAs are specifically sensitive to this defect because they are actively deadenylated by Smg and the CCR4-NOT deadenylation complex in the cytoplasm. A subset of these mRNAs encodes mitochondrial proteins and the molecular defect results in a deficit of mitochondrial activity, which in turn affects muscle function.

## Results

### Genes encoding mitochondrial proteins are down-regulated in *Drosophila* muscles expressing PABPN1-17ala

To gain insight into the molecular and physiological defects in OPMD we performed a transcriptomic analysis in *Drosophila* muscles expressing PABPN1-17ala. 

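RNA from fly thoraxes was compared on 2-colour long-oligonucleotide arrays, on which each sample was hybridized together with a common reference made of RNA from control flies at day 2. Control flies carry the Mhc-Gal4 driver alone, and the other flies express PABPN1-17ala in thoracic muscles through this driver. Both genotypes at days 2, 6 and 11 make 6 conditions. The deposited table holds 36 arrays, 6 for each condition, numbered as replicates 1 to 6. The thorax RNA was labelled with Cy5 on replicates 1 to 3 and with Cy3 on replicates 4 to 6. The series description gives 3 RNA extracts of 50 thoraxes for each condition, so the arrays of both dyes are most likely dye swaps of the same extracts, but which Cy5 array shares its extract with which Cy3 array is not stated there or in the paper's text. For replicate 1 of PABPN1-17ala at day 2, one label names the control genotype and the other labels name PABPN1-17ala, and the array was used as PABPN1-17ala. The authors deposited a normalized log ratio of each gene on each array. The table has 13843 lines, of which 13820 carry a gene identifier and 23 are spots without a fly gene. Its values run from -4.81 to 4.52, and 932 of them (0.19%) are empty. The log base and the direction of the ratio are not stated there or in the paper's text. The values were read as log2 of sample over reference, so that a gene with a lower value is taken to be less abundant in the sample. The paper's text does not name the normalization, its S1 Text with supporting methods was not used here, and neither were signal intensities. The number of arrays is one limit on the precision. From the deposited values, the 13791 genes with a value on at least 2 of the 3 arrays of each condition and dye were tested. The arrays of each dye were fitted separately with limma, with a mean for each of the 6 conditions, so that a dye effect alike on the arrays compared would cancel. The log2 fold change is the mean of both fits, PABPN1-17ala over control. Its p is the larger p of both dyes, or 1 where the dyes differ in sign, adjusted over all genes tested by the Benjamini-Hochberg method. A gene was called down- or up-regulated at an adjusted p below 0.05, so that it had to change on both dyes and 3 arrays, not 6, counted as the replicates of a condition.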

Using microarrays, thorax gene expression was compared between control flies (*Mhc-Gal4/+)* and flies expressing PABPN1-17ala in thoracic muscles (*UAS-PABPN1-17ala/+; Mhc-Gal4/+*), at three time points (days 2, 6 and 11) [26]. We used two-way ANOVA with genotype and time as the first and second variables, respectively, to identify deregulated genes. 

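In flies expressing PABPN1-17ala, 39 genes were down-regulated and 92 up-regulated at day 2, 92 were down-regulated and 129 up-regulated at day 6, and 59 were down-regulated and 104 up-regulated at day 11. At an unadjusted p below 0.05, the 3 days gave 543, 679 and 826 genes. The median change of the called genes was 1.92-fold at day 2, 1.85-fold at day 6 and 2.06-fold at day 11. Across genes, which are not independent replicates, the log2 fold changes measured with Cy5 and with Cy3 correlated with r = 0.57 at day 2, 0.79 at day 6 and 0.44 at day 11. With genotype as the first variable and the 3 days averaged, 198 genes were lower and 241 higher in flies expressing PABPN1-17ala. The counts of day 11 moved both ways among the alternatives. They were 716 down- and 1000 up-regulated genes on the Cy5 arrays alone, 26 and 37 after quantile normalization within a dye, and 0 and 0 by limma where only the 2 conditions compared entered the fit (477 genes at an unadjusted p below 0.05). A single replicate number also moved them: without PABPN1-17ala replicate 4, 231 genes were down-regulated and 188 up-regulated at day 11. With each replicate number left out in turn, 13 to 58 genes were down-regulated and 53 to 108 up-regulated at day 2, and 51 to 110 and 70 to 134 at day 6. At day 2, Gadd45 (CG11086; chromosome arm 2R, 7249161 to 7250655, release 6 of the fly genome) rose the most. On Cy5 arrays, its log2 ratio over the reference was 3.53 ± 0.70 (SD, n = 3) with PABPN1-17ala and 0.11 ± 0.01 (SD, n = 3) in control flies. On Cy3 arrays, it was 3.50 ± 0.57 (SD, n = 3) and 0.05 ± 0.04 (SD, n = 3). The log2 fold change was 3.44 (adjusted p = 2.66e-06 from limma), and 6 of 6 arrays lay above all control arrays of their dye. CG15617, CG12290, Pino and fan followed with log2 fold changes of 3.09, 2.89, 2.86 and 2.69. None of these 5 genes was called at day 11. The gene that fell the most at day 2 was CG14757 (2R, 8172364 to 8173613), with a log2 fold change of -1.57 (adjusted p = 0.0196, below all control arrays on 6 of 6). Alas, CG14022, cue and CG42319 followed with -1.31, -1.26, -1.25 and -1.21. Of 24 alternatives, the call of CG14757 held in 17, that of CG14022 in 14 and that of cue in 18. These 24 include a fit with the sign of the Cy3 arrays turned, which cancels by construction any change that both dyes share. They also include the fits of a single dye, in which a called gene stays called by construction. At day 11, Npl4 (CG4673; 3R, 25611013 to 25624662) fell the most, with a log2 fold change of -2.52 (adjusted p = 0.00274), and UGP and CG1674 followed with -1.86 and -1.82. The calls of these 3 genes at day 11 held in 21, 22 and 16 of 24 alternatives. The gene that rose the most at day 11 was snRNA:U6:96Aa (CR31379; 3R, 24556088 to 24556194), with a log2 fold change of 3.77 (adjusted p = 0.000405). The 5.8S rRNA gene was next with 3.05 (adjusted p = 0.0389), but lay above all control arrays of its dye on 5 of 6 arrays only, and 2 genes of the U5 snRNA followed with 2.40 and 2.31.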

Up- and down-regulated genes were found at all time points after expression of PABPN1-17ala (Fig. 1A) [26]. We reported the identification of the ubiquitin-proteasome system as a prominent pathway deregulated in OPMD [9]. Importantly, this pathway was identified using the comparison of transcriptomic analyses from the *Drosophila* and mouse models of OPMD and from patient biopsies, demonstrating the relevance of the *Drosophila* and mouse models. In *Drosophila* muscles expressing PABPN1-17ala, genes involved in the ubiquitin-proteasome system were mostly up-regulated at day 6 [9]. 

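The array holds 32 genes that encode subunits of the proteasome by their symbols, and genes of the ubiquitin system outside the proteasome were not analysed here as a list. At day 6, the median log2 fold change of these 32 genes was 0.56, 25 of them lay above 0 on both dyes and 2 below, and 16 were up-regulated and 0 down-regulated. Adjusted over the list alone, 22 were up-regulated. The set test camera, run in the fit of each dye with its preset correlation of 0.01 and with the larger p taken, gave p = 2.57e-32 at day 6 (adjusted p = 1.29e-31 over the 30 tests of 5 lists and 6 comparisons). Of these 30 tests, 23 passed an adjusted p of 0.05 with camera. The same call held in 21 of the 23 with fry, and in 14 with camera and a correlation estimated from the data. The test of the proteasome genes at day 6 passed with all of them. Of the alternatives set in advance, leaving out the genes with the smallest spread moved this median the most, to 0.725. At day 2, the median was -0.10 and none of the 32 genes was called (camera, adjusted p = 0.211). At day 11, the median was 0.23 and 3 genes were up-regulated, and this test passed with camera (adjusted p = 2.13e-05) and fry but not with the estimated correlation (adjusted p = 0.0812).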

Here we focused on deregulated genes at the earliest stage, with the aim of identifying early defects during OPMD progression. At day 2, the most prominent deregulated pathway corresponded to mitochondrial function (see below), and genes involved in this pathway were down-regulated. 

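The paper lists 98 genes annotated with the mitochondrion in S2 Table, of which 96 were tested. Because 92 of the 98 are also in S1 Table by their FlyBase or array identifier, the list was chosen on these samples, and its tests are not independent evidence. At day 2, the median log2 fold change of the 96 genes was -0.48. On both dyes, 87 of them lay below 0 and 0 above. Of these genes, 13 were down-regulated, and 36 when adjusted over the list alone. Camera gave an adjusted p of 1.77e-38 for the list, and the call held with the estimated correlation (adjusted p = 0.0015) and with fry (adjusted p = 2.33e-05). A list taken by gene symbols alone, the 66 nuclear genes of the respiratory chain complexes, had a median of -0.55 at day 2, and 55 of them lay below 0 on both dyes (camera, adjusted p = 1.09e-26). Of these 66 genes, 51 are also in S2 Table. The 69 genes of mitochondrial ribosomal proteins fell less, with a median of -0.14 at day 2 and 2 genes down-regulated, and their call held with fry (adjusted p = 0.0146) but not with the estimated correlation (adjusted p = 0.112). Outside mitochondria, the 90 genes of cytosolic ribosomal proteins had a median of 0.01, and 1 of them was called. The fall of the S2 Table list was seen on each dye, with a median of -0.49 on Cy5 arrays and -0.53 on Cy3 arrays.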

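Of the genes called down-regulated at day 2, 24 were also called at day 6 and 12 at day 11, and 15 were called at day 2 alone. The 12 genes called at all 3 days were CG42319, Alas, SdhB, ND-23, UGP, CG4461, Pink1, CG5214, ND-24, Rep, CG8745 and ND-51. This overlap moved both ways among the alternatives: it held 82 genes with the 36 arrays in a single fit and with means of assumed pairs, and 0 by limma where only the 2 conditions compared entered each fit, with 0 genes called at day 11 (477 at an unadjusted p below 0.05). It also depended on single replicate numbers: it held 26 genes without PABPN1-17ala replicate 4, 5 without PABPN1-17ala replicate 5, and 7 without PABPN1-17ala replicate 6, control replicate 3 or control replicate 6. Genes not called at a later day mostly kept their direction. Of the genes down-regulated at day 2, 38 lay below 0 on both dyes at day 6 and 30 at day 11, and the fold change of 3 of them differed between day 11 and day 2 by the test of this difference. The genes that S1 Table lists for days 2, 6 and 11 were followed on the arrays, and 282, 298 and 311 of them were tested. The paper found these genes down-regulated on the same arrays. Their shares were thus fixed in part by this choice and are no independent evidence. At day 2, 84.0% of the listed genes fell on both dyes, against 30.0% of all genes tested. The shares on both dyes were 89.9% at day 6 and 74.6% at day 11, against 33.0% and 19.9% of all genes. As a rough spread, the share was also taken on each PABPN1-17ala array against the control array of its number. Over the replicate numbers, the SD of these single-array shares was 7.0 percentage points at day 2, 1.7 at day 6 and 10.2 at day 11. It is not the spread of the share on both dyes. Of the listed genes, 32 were called down-regulated at day 2, 84 at day 6 and 39 at day 11, and 85, 166 and 106 when adjusted over the list alone. S1 Table holds 16 whole clusters of genes, 10 of them listed at day 2, 10 at day 6 and 11 at day 11, and none is listed in part. In cluster 22, which is listed at day 2, the median log2 fold change of the 26 genes tested was -0.09 at that day and 0 were called.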

In total, 289 genes were found to be down-regulated at day 2, among which 191 genes were down-regulated at the three time points (Fig. 1B, S1 Table).

**Fig 1:**
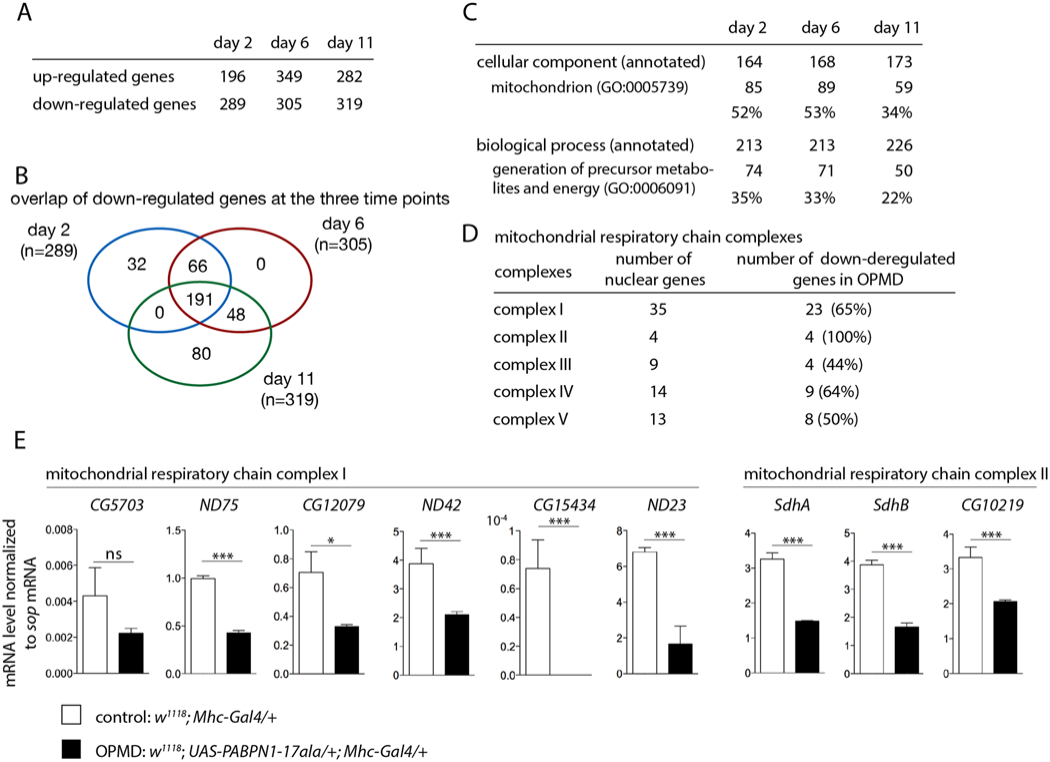
Deregulation of the mitochondrial pathway in the OPMD *Drosophila* model. A) Number of deregulated genes in the transcriptome of PABPN1-17ala-expressing muscles using microarrays. B) Venn’s diagram of overlapping down-regulated genes at days 2, 6 and 11. C) GO term enrichment in down-regulated genes in PABPN1-17ala-expressing muscles. D) Number of nuclear genes encoding mitochondrial respiratory chain complex subunits down-regulated in PABPN1-17ala-expressing muscles. E) Quantification of levels of mRNAs encoding mitochondrial respiratory chain subunits of complexes I and II in control and PABPN1-17ala-expressing muscles at day 2, using RT-qPCR. mRNA levels were normalized to *sop* mRNA. Similar results were obtained when normalization was with *Cpr100A* mRNA which is expressed in thorax cuticle. Means are from three biological replicates, error bars represent standard deviation. * *p*-value <0.05, *** *p*-value <0.001, ns: not significant, using the Student’s t-Test.

Gene ontology (GO) term enrichment was analysed using FlyMine (http//www.flymine.org) [27] with a *p*-value <0.05 (Bonferroni corrected). 

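Terms of the gene ontology are not used here; the genes of S2 Table that carry the annotation mitochondrion were counted among the genes called on the arrays. Because this list was taken from the genes that the paper found on these arrays, its share was fixed in part by how it was made, and its tests are no independent evidence and are not given. Among the genes called down-regulated, they were 13 of 39 (33.3%) at day 2, 42 of 92 (45.7%) at day 6 and 20 of 59 (33.9%) at day 11. The nuclear respiratory chain genes, taken by symbol, make up 0.48% of the genes tested and were 8 of the 39 (20.5%) at day 2. With all genes tested as the background, Fisher's exact test gave an adjusted p of 3.24e-11 (two-sided, adjusted over 30 tests of 5 lists). Genes of mitochondrial ribosomal proteins, taken by symbol, were 2 of 39 down-regulated genes at day 2 (adjusted p = 0.0443, Fisher's exact test) and were absent from the down-regulated genes of the later days.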

Among annotated genes, the term "mitochondrion" in "cellular component" was identified with the strongest *p*-value (1.34E-46 at day 2, 1.85E-41 at day 6 and 2.78E-19 at day 11). Up to 53% of annotated genes were annotated with this term (Fig. 1C). In particular, a large proportion of nuclear genes involved in oxidative phosphorylation (subunits of the respiratory chain complexes) were found to be down-regulated in *Drosophila* muscles expressing PABPN1-17ala (Fig. 1D).

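The array carries 33 nuclear genes of complex I by their symbols, 4 of complex II, 8 of complex III, 9 of complex IV and 12 of complex V. At 1 or more of the 3 days, 14 genes of complex I, 3 of complex II, 4 of complex III, 4 of complex IV and 3 of complex V were called down-regulated, and 0 genes were called up-regulated. By day, 8 of the 66 genes were down-regulated at day 2, 28 at day 6 and 10 at day 11, and 27, 45 and 18 when adjusted over the list alone, where 1 gene was up-regulated at day 2 and 2 at day 11. With the 36 arrays in a single fit, which of the alternatives set in advance moved the count of day 2 the most, 32 genes were down-regulated at that day. The count of day 2 was 16 without PABPN1-17ala replicate 4, and 3 to 5 without PABPN1-17ala replicate 5 or 6 or control replicate 4, 5 or 6. The count of day 6 was 15 without control replicate 4 and 16 without control replicate 5 or PABPN1-17ala replicate 6, and that of day 11 was 4 without control replicate 4 or PABPN1-17ala replicate 5 or 6 and 5 without control replicate 6. At day 2, the median log2 fold change was -0.61 in complex I, -0.81 in complex II, -0.53 in complex III, -0.44 in complex IV and -0.38 in complex V. The 9 genes of complexes I and II that the paper also measured by RT-qPCR at day 2 (Fig. 1E) all had lower values on 6 of 6 arrays than any control array of their dye. Chance gives this to 5% of unselected genes in this direction where both dyes share their extracts. The paper measured these genes to check a fall seen on its arrays, so they were not unselected and this is no independent evidence. ND-24 (CG5703; chromosome X, 17632089 to 17633509) had a log2 ratio of -0.48 ± 0.05 (SD, n = 3 Cy5 arrays) with PABPN1-17ala and 0.40 ± 0.24 (SD, n = 3) in control flies. On Cy3 arrays, the ratios were -0.62 ± 0.09 (SD, n = 3) and 0.34 ± 0.25 (SD, n = 3), and the log2 fold change over both dyes was -0.92 (adjusted p = 0.0033 from limma). SdhB (CG3283; 2R, 6807626 to 6809172) had a log2 fold change of -0.94 (adjusted p = 0.0288), whose call held in 13 of its 24 alternatives, and ND-23 (CG3944; 3R, 15836048 to 15837117) of -0.98 (adjusted p = 0.00402). As for the genes above, the outcome of some of these 24 was fixed by construction. The fold changes of the other 6, ND-75, ND-30 (CG12079), ND-42, ND-B8 (CG15434), SdhA and SdhD (CG10219), lay between -0.82 and -0.54, and none of them was called at day 2.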

We used RT-qPCR to validate gene down-regulation observed with microarrays. Nineteen genes were analysed, among which 16 (84% validation) were found to be significantly down-regulated in muscles expressing PABPN1-17ala (Fig. 1E, S1A, B Fig). In addition, five additional genes encoding subunits of the respiratory chain complexes (*Ucrh*, *RFeSP*, *Oscp*, *CG1746* and *ATPsyn-b*) were analysed using RT-qPCR and found to be down-regulated (S1A Fig), although they were not detected to be affected using microarrays, indicating the underestimation of the number of deregulated genes. 

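On the arrays at day 2, RFeSP (CG7361; chromosome arm 2L, 1612429 to 1614160) had a log2 ratio of -0.58 ± 0.23 (SD, n = 3 Cy5 arrays) with PABPN1-17ala and -0.38 ± 0.90 (SD, n = 3) in control flies. On Cy3 arrays, the ratios were -0.16 ± 0.33 (SD, n = 3) and 0.51 ± 0.19 (SD, n = 3). Its log2 fold change of -0.43 was not called (adjusted p = 1 from limma), and 3 of 6 arrays lay below all control arrays of their dye. Oscp (ATPsynO, CG4307; 3R, 15265591 to 15266690) changed by -0.04, CG1746 (ATPsynC; 3R, 31216145 to 31219630) by 0.00 and ATPsyn-b (ATPsynB, CG8189; 3L, 9729999 to 9731224) by -0.01, all with an adjusted p of 1. In these 3 genes the dyes differed in sign, so that their changes partly cancelled in the mean, which was smaller than the standard error of either dye. On single dyes, some changes exceeded their standard error (SE). These were Oscp on Cy3 arrays (-0.16, SE 0.114) and CG1746 on Cy5 (0.082, SE 0.079) and Cy3 arrays (-0.081, SE 0.062). RFeSP was lower on 6 of 6 arrays at day 6, where its log2 fold change of -0.55 was not called either. No identifier of the array was paired with Ucrh, whose level was not analysed here.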

Four other genes (*RpS6*, *RpL32*, *Vha16-1* and *CG1031*), which are not involved in mitochondrial function and were not deregulated in microarrays, served as negative controls and were found to be unaffected using RT-qPCR (S1C Fig).

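At day 2, the log2 fold changes on the arrays were -0.17 for RpS6 (CG10944; chromosome X, 7899624 to 7901331), 0.01 for RpL32 (CG7939; 3R, 30045229 to 30046161), -0.01 for Vha16-1 (CG3161; 2R, 6625242 to 6633090) and -0.05 for CG1031 (alpha-Est1; 3R, 7545733 to 7549124), and none was called (adjusted p = 1 from limma for each). The log2 ratio of RpS6 was -0.34 ± 0.07 (SD, n = 3 Cy5 arrays) with PABPN1-17ala and -0.16 ± 0.26 (SD, n = 3) in control flies at this day. At the later days, RpS6 was higher in flies expressing PABPN1-17ala, by 0.75 at day 6 and by 1.11 at day 11, as was the median of the 90 genes of cytosolic ribosomal proteins, by 0.54 and 0.68. On the Cy5 arrays of day 11, its log2 ratio was 0.53 ± 0.18 (SD, n = 3) against -0.92 ± 0.48 (SD, n = 3), and on the Cy3 arrays 1.10 ± 0.43 (SD, n = 3) against 0.32 ± 1.09 (SD, n = 3). This rise was not called (adjusted p = 0.828), but was with the 36 arrays in a single fit. RpL32, Vha16-1 and CG1031 were not called at days 6 and 11, where their fold changes lay between -0.17 and 0.13.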

In summary, the major pathway down-regulated in *Drosophila* muscles expressing PABPN1-17ala corresponded to nuclear genes encoding mitochondrial proteins. This down-regulation started at the earliest time point (day 2), before the onset of muscle degeneration [23], indicating that it is a early defect, that is maintained at later time points.

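The median log2 fold change of the mitochondrial genes of S2 Table was -0.86 at day 6 and -0.43 at day 11. At day 11, 61 of the 96 genes lay below 0 on both dyes and 17 above (camera, adjusted p = 1.97e-18; with the estimated correlation, adjusted p = 0.0183). Between day 11 and day 2, the fold change of this list did not differ detectably on the deposited values, with a median difference of 0.06 (camera, adjusted p = 1). After quantile normalization within a dye, this difference was 0.15 towards less of a fall and passed the threshold. The respiratory chain genes had a median of -0.90 at day 6 and -0.10 at day 11, where their mean was -0.27, 28 of the 66 lay below 0 on both dyes and 17 above. At day 11, their fall passed with camera (adjusted p = 1.59e-05) and fry (adjusted p = 0.0336), but not with the estimated correlation (adjusted p = 0.145). Their median difference between day 11 and day 2 was 0.18 towards less of a fall, which passed with camera (adjusted p = 0.0102) but not with fry (adjusted p = 0.0881), and of the alternatives on the deposited signs quantile normalization within a dye moved it the most, to 0.31. The camera call was lost without control replicate 1, 4 or 5 or PABPN1-17ala replicate 3, 5 or 6, with medians from 0.16 to 0.21. Complex II was the exception among the complexes, with a median of -1.01 at day 11 and 4 of its 4 genes below 0 on both dyes. The falls at day 11 cannot be told apart from a smaller share of muscle RNA. The median log2 ratio of 25 sarcomere genes was -0.03 on PABPN1-17ala replicate 4 and -1.69 to -0.75 on the other PABPN1-17ala arrays of that day. On control arrays of that day, it was -0.56 to -0.18. Over all arrays, their median log2 fold change was -0.186, with 12 below 0 on both dyes and 4 above. In control flies, the level of the respiratory chain genes itself changed by a median of -0.24 from day 2 to day 11, and by -0.049 after quantile normalization within a dye (camera on the deposited values, adjusted p = 0.0334; with the estimated correlation, adjusted p = 0.504). Across all genes, changes with age in control flies correlated between the dyes at r = 0.143 only. Gene by gene, the fold change of 40 genes differed between day 11 and day 2, and 29 of them were lower at day 11. Without PABPN1-17ala replicate 4, this number was 184, and it was 21 without control replicate 4 and 24 and 26 without PABPN1-17ala replicates 5 and 6. The spot of the Gal4 coding sequence, the driver of PABPN1-17ala, changed from day 2 to day 11 by -1.88 in control flies and by -2.88 with PABPN1-17ala (-3.21 without PABPN1-17ala replicate 4 at day 11). From the down-regulation at day 2, before the onset of muscle degeneration, the paper concludes that it is an early defect that persists at the later time points.

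**Figure D1:**
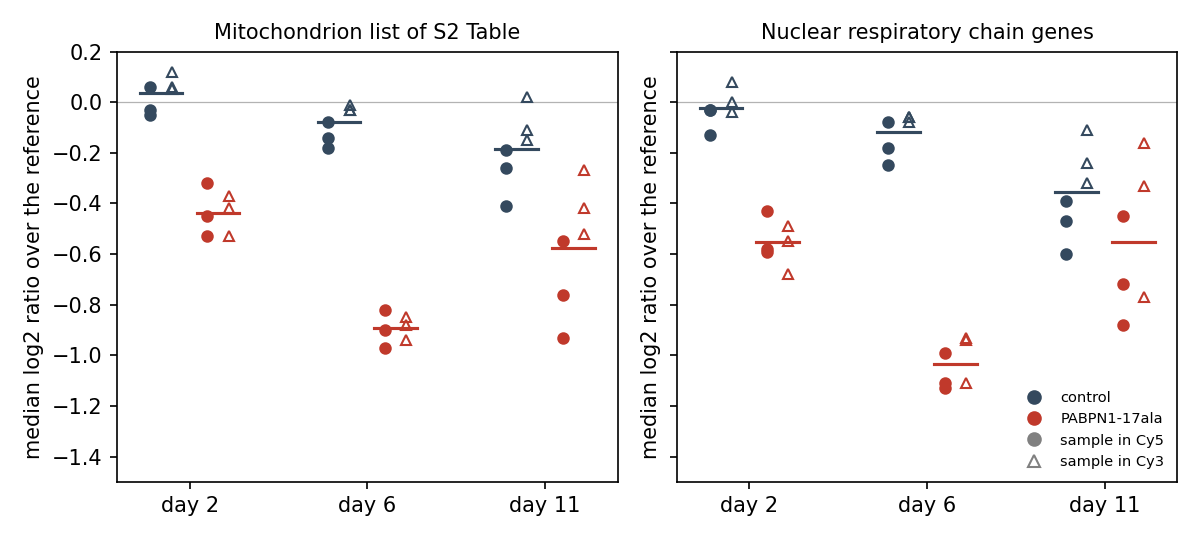
Median log2 ratio over the reference of the mitochondrial genes of S2 Table (left) and of the nuclear respiratory chain genes (right) on each array, by day; dark symbols are control flies and red symbols PABPN1-17ala, filled circles Cy5 and open triangles Cy3, and horizontal bars are the mean of the 6 arrays of a condition. The distance between the genotypes is widest at day 6, and at day 11 the arrays of the genotypes overlap within a dye in the right panel and only across dyes in the left panel.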

### Defects in mitochondrial function play an important role in OPMD physiopathology in the *Drosophila* model

Because down-regulation of mitochondrial components is prominent at the earliest time point, we checked whether mitochondrial biogenesis or mass were affected in muscles expressing PABPN1-17ala. Mitochondrial abundance was analysed by quantifying mitochondrial DNA using qPCR. Mitochondrial DNA levels normalized to nuclear DNA were unaffected in *Drosophila* muscles expressing PABPN1-17ala, suggesting that mitochondrial mass was similar to that in control muscles (Fig. 2A).

**Fig 2:**
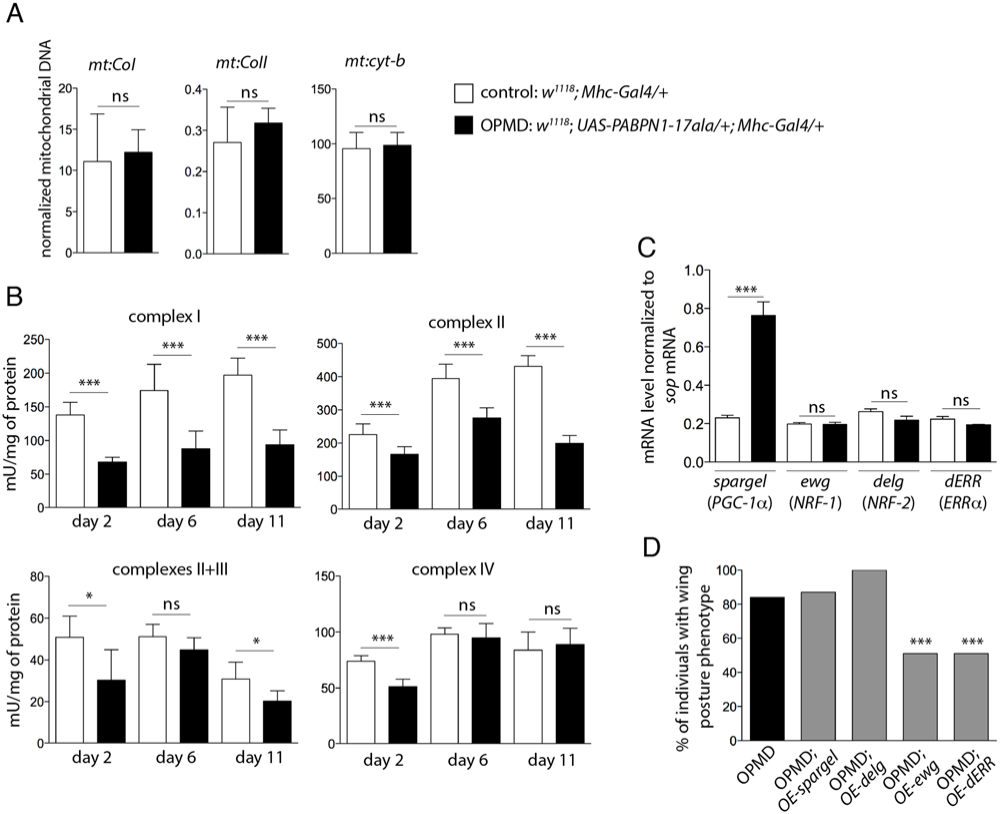
Reduced mitochondrial activity in muscles expressing PABPN1-17ala. A) Quantification of mitochondrial DNA (mtDNA) content in control and PABPN1-17ala- expressing thoraxes at day 2, using qPCR. Three mitochondrial genes (*mt*:*CoI*, *mt*:*CoII* and *mt*:*cyt-b*) were analysed. Mitochondrial DNA levels were normalized to *RpL32* DNA. Means are from three biological replicates, error bars represent standard deviation. ns: not significant, using the Student’s t-Test. B) Activities of mitochondrial respiratory chain complexes were analysed by spectrophotometry from control and PABPN1-17ala-expressing thoraxes (genotypes as in A). Means are from five biological replicates, error bars represent standard deviation. * *p*-value <0.05, *** *p*-value <0.001, ns: not significant, using the Student’s t-Test. C) Quantification of mRNA levels of transcription factors regulating mitochondrial function in control and PABPN1-17ala-expressing thoraxes at day 2, using RT-qPCR (genotypes as in A). mRNA levels were normalized to *sop* mRNA. Means are from two biological replicates quantified three times, error bars represent standard deviation. *** *p*-value <0.001, ns: not significant, using the Student’s t-Test. D) Overexpression of *ewg* and *dERR* genes reduces the wing posture phenotypes of flies expressing PABPN1-17ala. Wing posture phenotypes were scored at day 6, at 18°C from OPMD (*w* ^*1118*^ *; UAS-PABPN1-17ala/+; Mhc-Gal4/+*), OPMD; *OE-spargel* (*w* ^*1118*^ *; UAS-PABPN1-17ala/+; Mhc-Gal4/*s*pargel* ^*EY05931*^), OPMD; *OE-delg* (*w* ^*1118*^ *; UAS-PABPN1-17ala*, *UAS-delg-HA/+; Mhc-Gal4/+*), OPMD; *OE-ewg* (*w*, *ewg* ^*EY05137*^ */Y; UAS-PABPN1-17ala/+; Mhc-Gal4/+*) and OPMD; *OE-dERR* (*w* ^*1118*^ *; UAS-PABPN1-17ala/+; Mhc-Gal4/dERR* ^*G4389*^) flies (n > 130). *** *p*-value <0.001, using the χ^2^ test.

Mitochondria generate energy from nutrients through oxidative phosphorylation using the combined action of five enzyme complexes. We assessed the activity of four of these complexes in *Drosophila* muscles, as well as that of citrate synthase which correlates with mitochondrial mass [28]. The activity of citrate synthase was only slightly decreased (83%, 80% and 91% of the control muscle activity at day 2, 6 and 11, respectively), consistent with mitochondrial DNA levels being unaffected in muscles expressing PABPN1-17ala. In contrast, the activities of the four mitochondrial respiratory chain complexes (complex I: NADH dehydrogenase; complex II: succinate dehydrogenase; complex III: cytochrome bc1; and complex IV: cytochrome *c* oxidase) were significantly decreased in muscles expressing PABPN1-17ala (Fig. 2B). These results indicate a mitochondrial dysfunction in the OPMD *Drosophila* model. As another assay to confirm this defect, we used the *GstD1-GFP* transgene as a marker of oxidative stress [29]. Mitochondrial dysfunction leads to oxidative stress [30] which in turn activates the expression of the detoxification enzyme GstD1. Expression of the *GstD1-GFP* transgene was specifically induced in muscles expressing PABPN1-17ala, starting at day 2 (S2 Fig).

Both the generation of oxidative stress and the defect in energy production resulting from decreased mitochondrial respiratory chain activity could participate in the dysfunction of muscles. To functionally address whether mitochondrial activity defects play a role in the dysfunction of muscles expressing PABPN1-17ala, we tested if OPMD phenotypes of defective wing posture could be rescued by increasing the expression of genes involved in mitochondrial function.

Mitochondrial biogenesis and activity are controlled by cellular pathways allowing crosstalk between mitochondria and the cell nucleus. The transcription factors nuclear respiratory factor-1 and -2 (NRF-1 and NRF-2) and oestrogen-related receptor-α (ERRα), as well as the co-activator PPARγ coactivator 1 (PGC-1) are known to co-regulate a large number of genes involved in mitochondrial function, including those encoding subunits of the respiratory chain complexes [31–33]. *NRF-1*, *NRF-2* and *PGC-1* genes are conserved in *Drosophila* (*erect wing* (*ewg*), *delg* and *spargel*, respectively), as well as their function in the control of mitochondrial mass and activity [34–36]. A potential role of *Drosophila* ERR (*dERR*) in mitochondrial function has also been proposed during adult stages [37]. We first checked that the reduced respiratory chain complex activities did not result from decreased expression of these transcription activators in *Drosophila* muscles expressing PABPN1-17ala, using RT-qPCR. The levels of *ewg*, *delg* and *dERR* mRNAs were unaffected in these muscles and *spargel* expression was found to be increased (Fig. 2C). While overexpression of *spargel* or *delg* in muscles was not able to rescue wing posture defects, overexpression of *ewg* or *dERR* significantly reduced these defects (Fig. 2D).

Together, these results show a deficit in mitochondrial respiratory chain activity in *Drosophila* muscles expressing PABPN1-17ala and strongly suggest that this deficit has a key role in muscle defects since overexpression of general regulators of mitochondrial biogenesis and function improved muscle function.

### Role of mRNA poly(A) tail length regulation in the defects induced by PABPN1-17ala expression

We have shown previously that the RNA binding activity of PABPN1 plays a role in OPMD pathogenesis suggesting that the disease process involves mRNA metabolism [23]. To test this hypothesis, we performed a small screen using heterozygous mutants of genes encoding RNA binding proteins and proteins involved in poly(A) tail length regulation (polyadenylation and deadenylation). We generated a new transgene *Act88F-PABPN1-17ala* which allows constitutive expression of PABPN1-17ala in adult indirect flight muscles [38]. Expression of this transgene led to 40 to 50% of flies showing abnormal wing posture, thus allowing to screen for a decrease or an enhancement of this phenotype (Fig. 3A, B). The CCR4-NOT deadenylation complex is composed of eight subunits in *Drosophila*, including two deadenylases CCR4 and POP2, and is involved in shortening mRNA poly(A) tails [39–41]. Strikingly, we found that all available mutations in the complex subunits decreased the number of *Act88F-PABPN1-17ala/+* flies with wing position defects (Fig. 3A, B). In contrast, mutants of the *hiiragi* gene which encodes the nuclear poly(A) polymerase involved in polyadenylation [42,43] enhanced the wing position defects (Fig. 3B). Reduced dosage of *Pabp2* (*Drosophila PABPN1*) decreased the number of flies with abnormal wing posture, suggesting that part of these phenotypes resulted from a gain-of-function of PABPN1. Several suppressors encoded RNA binding proteins indicating their potential implication in OPMD (Fig. 3B). This is consistent with the important role of mRNA regulation in OPMD and suggests an involvement of multiple RNA-dependent pathways. Among suppressors, *pumilio* (*pum*) and *smg* encode translational repressors that directly interact with the CCR4-NOT deadenylation complex [24,25,44,45].

**Fig 3:**
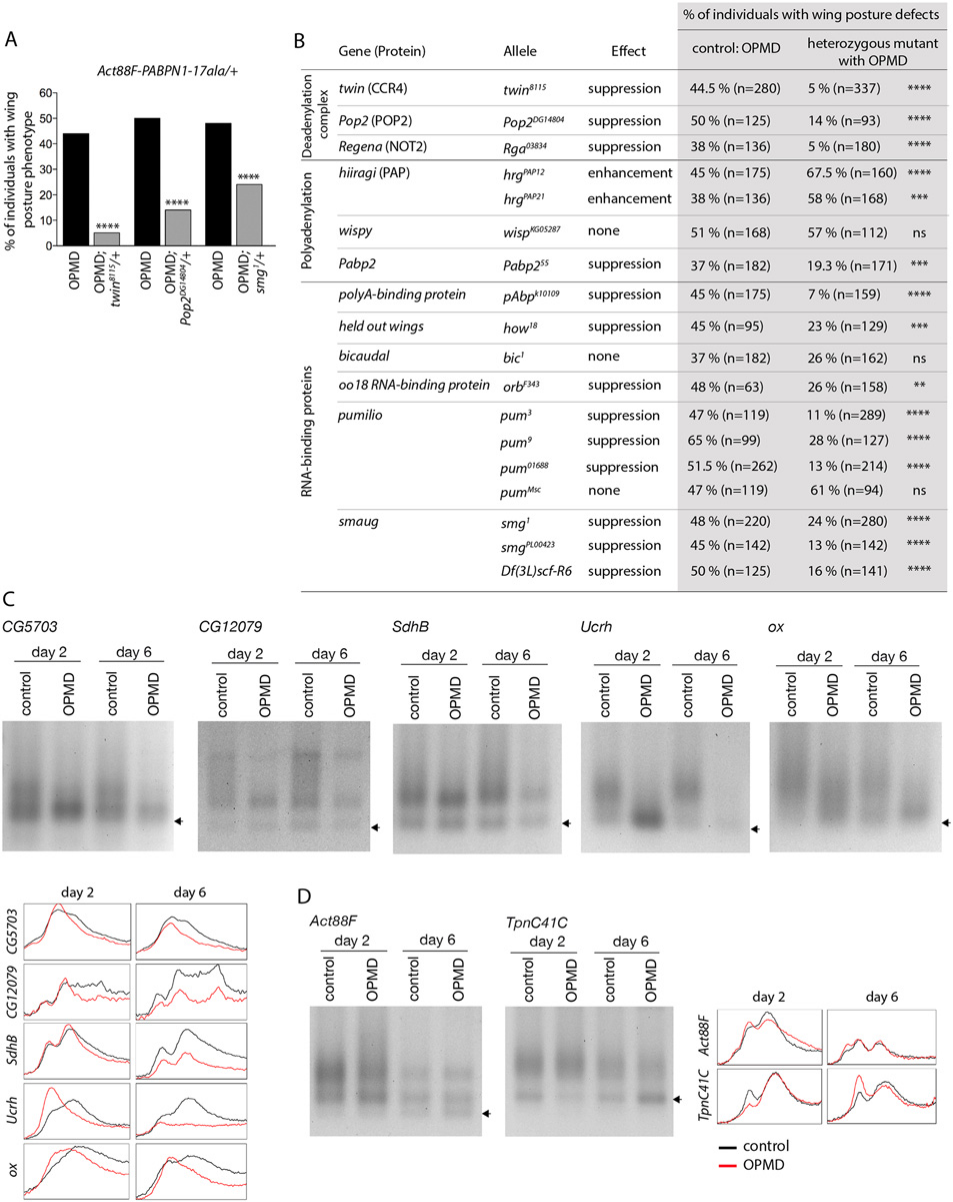
Poly(A) tail length regulation plays a major role in the OPMD *Drosophila* model. A) Genetic rescue of wing position phenotypes with genes involved in poly(A) tail regulation. Percentage of wing posture defects in the presence or absence of heterozygous mutants, scored at day 6. OPMD flies were *w* ^*1118*^ *; Act88F-PABPN1-17ala/+* raised at 25°C. Note that OPMD phenotypes (affected wing posture) are not visible at day 2 with this transgene. **** *p*-value <0.0001, using the χ^2^ test. B) Genetic screen with heterozygous mutants. Wing posture defects were scored at day 6. OPMD flies were *w* ^*1118*^ *; Act88F-PABPN1-17ala/+* raised at 25°C. *wispy* encodes a cytoplasmic poly(A) polymerase expressed in the female germline [42]. **** *p*-value <0.0001, *** *p*-value <0.001, ** *p*-value <0.01, ns: not significant, using the χ^2^ test. C-D) PAT assays in control (*w* ^*1118*^ *; Mhc-Gal4/+*) and OPMD (*w* ^*1118*^ *; UAS-PABPN1-17ala/+; Mhc-Gal4/+*) adult thoraxes from flies raised at 18°C, at days 2 and 6. C) mRNAs encoding subunits of mitochondrial respiratory chain complexes. D) mRNAs encoding muscle sarcomeric proteins. Arrows indicate poly(A) tails of 12A. Profiles of PAT assays using the ImageJ software are shown.

Deadenylation is the first step of mRNA destabilization, we therefore measured poly(A) tail lengths of a number of mRNAs that were down-regulated in PABPN1-17ala-expressing muscles, namely mRNAs encoding subunits of the mitochondrial respiratory chain complexes, using Poly(A) test assays (PAT assays). These mRNAs had shorter poly(A) tails in muscles expressing PABPN1-17ala starting at day 2 (Fig. 3C, S3 Fig). In contrast, poly(A) tail lengths of control mRNAs encoding myofibril-specific or ribosomal proteins (Actin 88F (Act88F), Troponin C at 41C (TpnC41C) and Sop) were unaffected in muscles expressing PABPN1-17ala, consistent with their unchanged levels in microarrays (Fig. 3D, S3 Fig).

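On the arrays, the log2 fold change of TpnC41C (CG2981; chromosome arm 2R, 5065237 to 5070210) was 0.07 at day 2, 0.15 at day 6 and 0.02 at day 11 (adjusted p = 1 from limma at each day). At day 2, its log2 ratio was -0.27 ± 0.08 (SD, n = 3 Cy5 arrays) with PABPN1-17ala and -0.36 ± 0.30 (SD, n = 3) in control flies, and -0.19 ± 0.18 (SD, n = 3 Cy3 arrays) and -0.23 ± 0.07 (SD, n = 3). The log2 fold change of Sop (RpS2, CG5920; 2L, 9896265 to 9897552) was -0.05 at day 2 (adjusted p = 1). At days 6 and 11, Sop was higher in flies expressing PABPN1-17ala on 6 of 6 arrays, by 0.38 (adjusted p = 0.693) and by 0.49 (adjusted p = 0.267). With the 36 arrays in a single fit, both of these rises were called. Act88F (CG5178; 3R, 15439969 to 15442177) had too few values at day 11 to be tested, and its values of days 2 and 6 are given without a test. On Cy5 arrays of day 2, its log2 ratio was -0.42 ± 0.58 (SD, n = 3) with PABPN1-17ala and -0.89 ± 0.41 (SD, n = 3) in control flies, and on Cy3 arrays 1.36 ± 0.03 (SD, n = 3) and 1.51 ± 0.03 (SD, n = 3), so that the dyes differed in sign. On Cy5 arrays of day 6, it was -1.42 ± 0.3 (SD, n = 3) with PABPN1-17ala and -0.45 ± 0.34 (SD, n = 2) in control flies. On Cy3 arrays of day 6, the means were -0.04 and 0.19 (n = 2 each), lower with PABPN1-17ala but with overlapping ranges.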

These genetic data indicate that the regulation of mRNA poly(A) tail length plays an essential role in OPMD pathogenesis in the *Drosophila* model; specific mRNAs have shorter poly(A) tail lengths, which leads to their destabilization.

### Affected nuclear cleavage/polyadenylation in the *Drosophila* model of OPMD

PABPN1 is mostly nuclear and involved in polyadenylation and in the prevention of weak proximal poly(A) site utilization in cases of several tandem poly(A) sites. This last function indicates a role of PABPN1 during the cleavage step of the cleavage/polyadenylation reaction at weak poly(A) sites, and we asked whether cleavage might be generally impaired in OPMD. We analysed pre-mRNA cleavage at poly(A) sites by quantifying the levels of uncleaved pre-mRNA using RT-qPCR (Fig. 4A). We found that the cleavage at poly(A) sites was less efficient in muscles expressing PABPN1-17ala than in control muscles (Fig. 4B). This defect was not restricted to genes that were down-regulated in muscles expressing PABPN1-17ala (i.e. genes encoding mitochondrial proteins) but also occurred in genes encoding either ribosomal (RpS6, RpL32) or muscle specific (Myosin heavy chain (Mhc), Act88F) proteins, that were not down-regulated.

**Fig 4:**
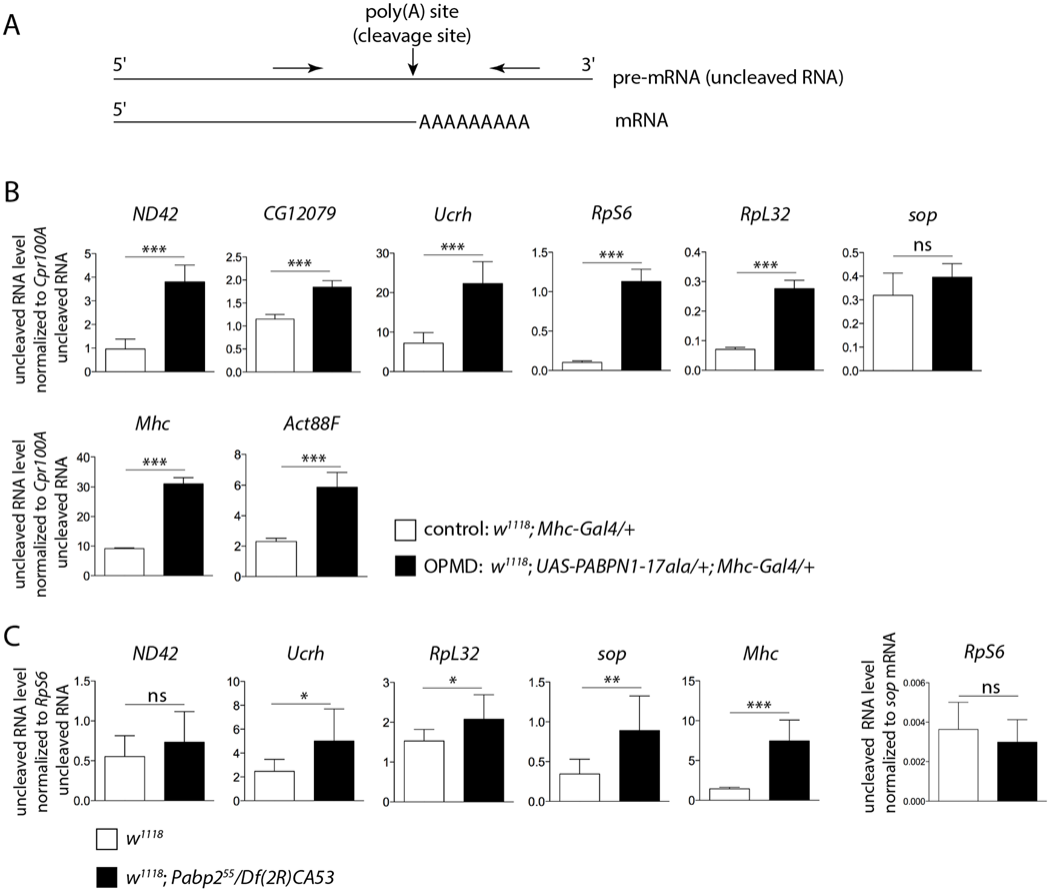
Defective cleavage at poly(A) sites in muscles expressing PABPN1-17ala and in the *Pabp2* mutant. A) Schematic representation of primers (arrows) used to quantify uncleaved pre-mRNA. B) Quantification of uncleaved pre-mRNAs in control and PABPN1-17ala-expressing thoraxes at day 2, using RT-qPCR. Uncleaved RNAs were normalized to *Cpr100A* uncleaved RNA. *Cpr100A* is expressed in the cuticle and its expression remains unaffected by expression of PABPN1-17ala in muscles. Means of three biological replicates quantified three times. For (B) and (C), error bars represent standard deviation. * *p*-value <0.05, ** *p*-value <0.01, *** *p*-value <0.001, ns: not significant, using the Student’s t-Test. C) Quantification of uncleaved pre-mRNAs in control (*w* ^*1118*^) and *Pabp2* (*Pabp2* ^*55*^ */Df(2R)CA53*) mutant first instar larvae, using RT-qPCR. Uncleaved RNAs were normalized to *RpS6* uncleaved RNA. The levels of *RpS6* uncleaved RNA normalized to *sop* mRNA were unaffected in *Pabp2* mutant larvae (right panel). Means of three biological replicates quantified three times.

A general defect in pre-mRNA cleavage during the cleavage/polyadenylation reaction had not been associated previously with *PABPN1* loss-of-function, we therefore tested whether this step of the reaction was affected in *Pabp2* mutants. The null allele *Pabp2* ^*55*^ is lethal at first instar larval stage [16], we used first instar *Pabp2* ^*55*^ */Df(2R)CA53* larvae before they died to quantify the levels of uncleaved pre-mRNA by RT-qPCR. Similarly to what was found in muscles expressing PABPN1-17ala, we observed a decreased efficiency in the cleavage of several pre-mRNAs (Fig. 4C), suggesting that PABP2 plays a general role in the cleavage step of the cleavage/polyadenylation reaction.

These results reveal that in the OPMD *Drosophila* model, the first defect is nuclear and corresponds to a decreased efficiency of cleavage at poly(A) sites. This defect does not systematically lead to reduced steady-state levels of mature mRNAs.

### Smg regulates mRNAs down-regulated in muscles expressing PABPN1-17ala

The cleavage defect in PABPN1-17ala-expressing muscles appears to be general, yet the poly(A) tail shortening and destabilization occur on specific mRNAs. This indicates that the specificity of mRNA destabilization would not depend on the first defect in pre-mRNA cleavage, but on a downstream process. This process might correspond to deadenylation which can be activated on specific mRNAs through the recruitment of the CCR4-NOT deadenylation complex to these mRNAs by specific RNA binding proteins. In this model, OPMD would result from an altered function of PABPN1 leading to a reduced efficiency of nuclear cleavage/polyadenylation, then followed by normal active deadenylation of specific mRNAs. The reduced efficiency in nuclear cleavage would only affect the steady-state levels of mRNAs that are actively deadenylated. To test this model, we analysed the potential rescue of the levels of mRNAs that were decreased in *Drosophila* muscles expressing PABPN1-17ala, by *twin* heterozygous mutation (*twin* encodes the CCR4 deadenylase). Among the 20 mRNAs that we analysed using RT-qPCR, 18 showed higher expression levels in muscles expressing PABPN1-17ala in the presence of the *twin* mutant (Fig. 5A, S4A, B Fig).

**Fig 5:**
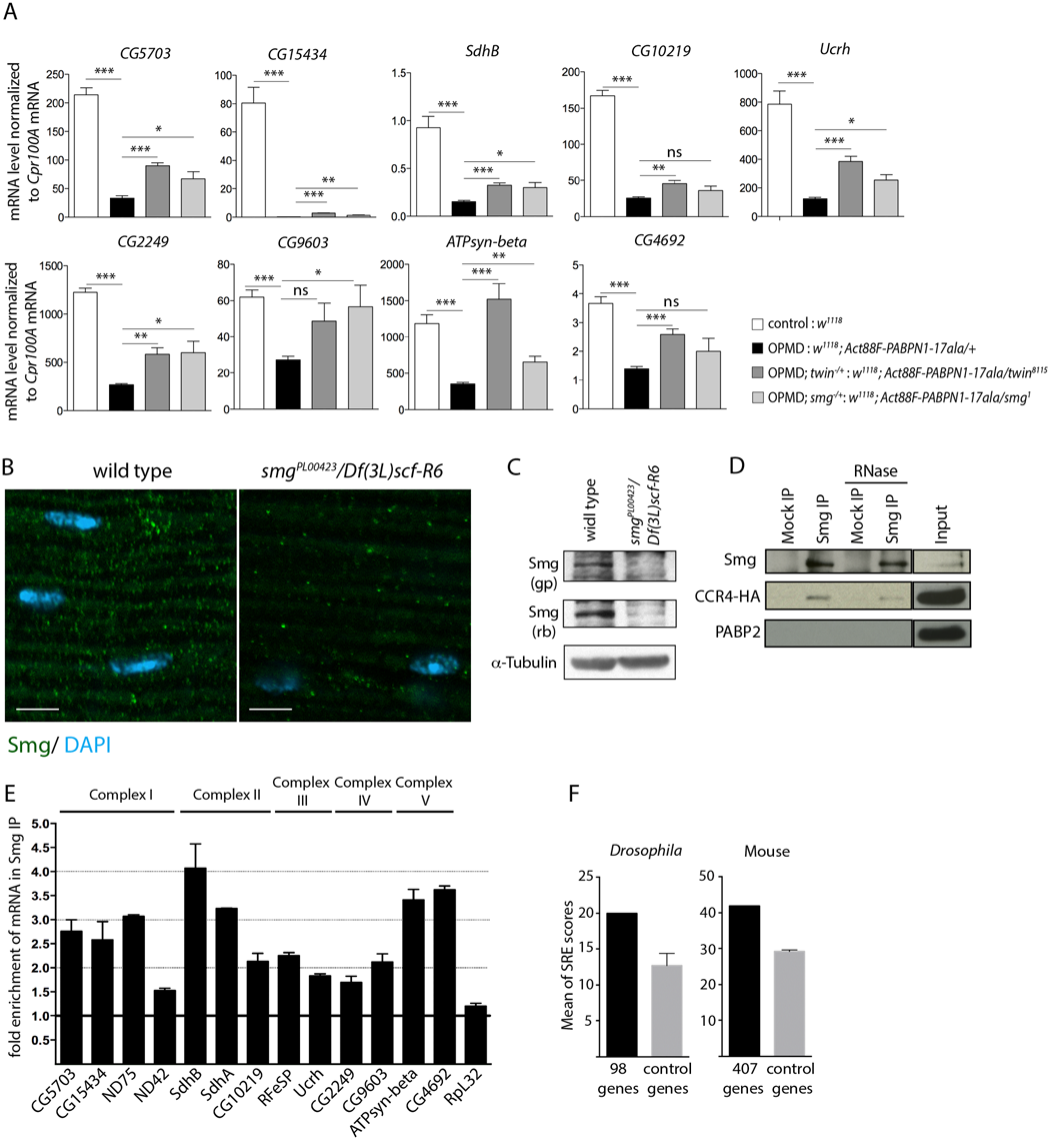
Smg binds to mRNAs encoding mitochondrial proteins and is involved in mRNA down-regulation due to PABPN1-17ala expression. A) Quantification of mRNA levels in control and PABPN1-17ala-expressing thoraxes in the presence or absence of heterozygous *twin* or *smg* mutations at day 6, using RT-qPCR. mRNA levels were normalized to *Cpr100A* mRNA. Means of two biological replicates quantified three times. Error bars represent standard deviation. * *p*-value <0. 05, ** *p*-value <0.01, *** *p*-value <0.001, ns: not significant, using the Student’s t-Test. B) Confocal images of immunostaining of indirect flight muscles from wild type and *smg* mutant (*smg* ^*PL00423*^ */Df(3L)scf-R6*) adult flies with anti-Smg (green). DNA was visualized with DAPI (blue). Smg protein levels were strongly reduced in *smg* ^*PL00423*^ */Df(3L)scf-R6* muscles compared to wild-type muscles. Scale bars: 5 μm. C) Western blots of protein extracts from wild-type and *smg* mutant thoraxes revealed with guinea pig (gp) and rabbit (rb) anti-Smg, showing the presence of Smg and its lower level in *smg* mutant. α-Tubulin was used as a loading control. D) Smg immunoprecipitations (IP) in *UASp-CCR4-HA/Mhc-Gal4* adult thoraxes, either in the presence or the absence of RNase A. Mock IP was with rabbit IgG. Input is the protein extract prior to immunoprecipitation. Western blots revealed with anti-Smg, anti-HA and anti-PABP2, showing CCR4-HA co-precipitation and the lack of PABP2 co-precipitation. E) Quantification of mRNA enrichment in Smg IP using RT-qPCR. The ratio of mRNA/control mRNA was set to 1 in the mock IP (black line). Normalization was with *sop* mRNA. *RpL32* mRNA is a negative control, which is not enriched in Smg IP. Means are from two independent IP quantified three times. Error bars represent standard error to the mean. F) Means of SRE scores of mRNAs down-regulated in PABPN1-17ala-expressing muscles and annotated with the term "mitochondrion" compared to those of control mRNAs, in *Drosophila* (left panel) and mouse (right panel). Twenty times 98 *Drosophila* and 10 times 407 mouse control genes were used. Error bars represent standard deviation.

The CCR4-NOT deadenylation complex itself has no specificity for particular mRNAs. The specificity instead depends on RNA binding proteins which interact with pools of mRNAs and recruit the deadenylation complex through direct protein interactions. Smg and Pum that were identified as suppressors of wing posture defects (Fig. 3B) are such RNA binding proteins. We tested the rescue of mRNA levels by RT-qPCR in muscles expressing PABPN1-17ala, in the presence of *pum* or *smg* heterozygous mutations. No rescue was observed with the *pum* mutant (*Act88F-PABPN1-17ala/pum* ^*3*^) (n = 19 mRNAs), suggesting that the phenotypic rescue of wing posture with this mutant did not involve the stabilization of these mRNAs, and might potentially involve their localization or translational regulation. Indeed, Puf3p, a yeast Pum homologue specifically binds to mRNAs encoding mitochondrial proteins and regulate their deadenylation or localization to mitochondria, coupled to translation [46–48].

In contrast, the levels of 14 mRNAs out of 20 analysed were increased in the presence of the heterozygous *smg* ^*1*^ mutation (Fig. 5A, S4A, B Fig). This suggests that Smg plays a role in the specific deadenylation and destabilization of mRNAs encoding mitochondrial proteins. We checked that the phenotypic rescue with *twin* and *smg* mutants did not involve the reduction of PABPN1-17ala levels (S4C, D Fig).

We analysed Smg expression in adult muscles. Smg is expressed in early embryos where it is cytoplasmic and accumulates in discrete foci that have been linked to deadenylation and/or translational repression [25,49], and it was recently shown to be present in larval muscles [50]. Using immunostaining and western blots, we validated the presence of Smg in cytoplasmic foci in adult thoracic muscles (Fig. 5B, C). The specificity of the antibody was verified using a *smg* mutant background. In addition, Smg was able to co-precipitate the CCR4 deadenylase in adult muscles (Fig. 5D). The co-precipitation was maintained in the presence of RNase A, indicating that Smg and CCR4 could form a complex independently of RNA. In contrast, PABP2 which accumulates in the nucleus was not co-precipitated with Smg (Fig. 5D).

We then performed Smg immunoprecipitation experiments in muscles and quantified mRNA enrichment using RT-qPCR, to address whether Smg could be in complex with mRNAs down-regulated in muscles expressing PABPN1-17ala. A number of these mRNAs encoding mitochondrial proteins were found to be enriched in Smg immunoprecipitations (Fig. 5E, S4E Fig). Smg binds to stem-loop structures, the SREs in which the consensus motif in the loop is CNGGN_0-4_ [51]. We analyzed potential SRE enrichment in genes down-regulated in muscles expressing PABPN1-17ala that were annotated with the term "mitochondrion" (98 genes, S2 Table), by calculating SRE scores in their mRNAs [51]. SRE sequences were enriched in these mRNAs compared to in control mRNAs (Fig. 5F).

These results suggest a direct association of mRNAs encoding mitochondrial proteins with Smg, leading to their CCR4-mediated deadenylation and destabilization.

### Rescue of PABPN1-17ala-induced phenotypes by reducing deadenylation does not involve decreased PABPN1 aggregation

The formation of nuclear PABPN1 aggregates is a hallmark of OPMD, although the presence of nuclear aggregates and muscle defects can be uncoupled in animal models [23,52]. Hitherto, components that were identified as decreasing muscle degeneration in the *Drosophila* model also reduced PABPN1 aggregation, since these components either directly interacted with PABPN1 (anti-PABPN1 intrabody), or with protein aggregation [22,26]. We asked whether the rescue of PABPN1-17ala-induced phenotypes by affecting poly(A) tail length regulation might interfere with PABPN1 aggregate formation. Nuclear aggregates have been monitored previously in *UAS-PABPN1-17ala/+; Mhc-Gal4/+ Drosophila* muscles [22,23], we therefore checked that a *twin* heterozygous mutant decreased the wing posture defects in such flies (Fig. 6A). PABPN1 nuclear aggregates were then quantified and their surface was measured in thoracic muscles of flies expressing PABPN1-17ala, in the presence or absence of *twin* heterozygous mutation. Strikingly, although the surface of the aggregates was not significantly different in both conditions, the number of nuclei containing an aggregate increased in the presence of *twin* heterozygous mutant (Fig. 6B, C). Therefore, in contrast to previously described conditions of rescued muscle function in PABPN1-17ala-expressing muscles, here improvement of muscle function did not correlate with reduced PABPN1 aggregation.

**Fig 6:**
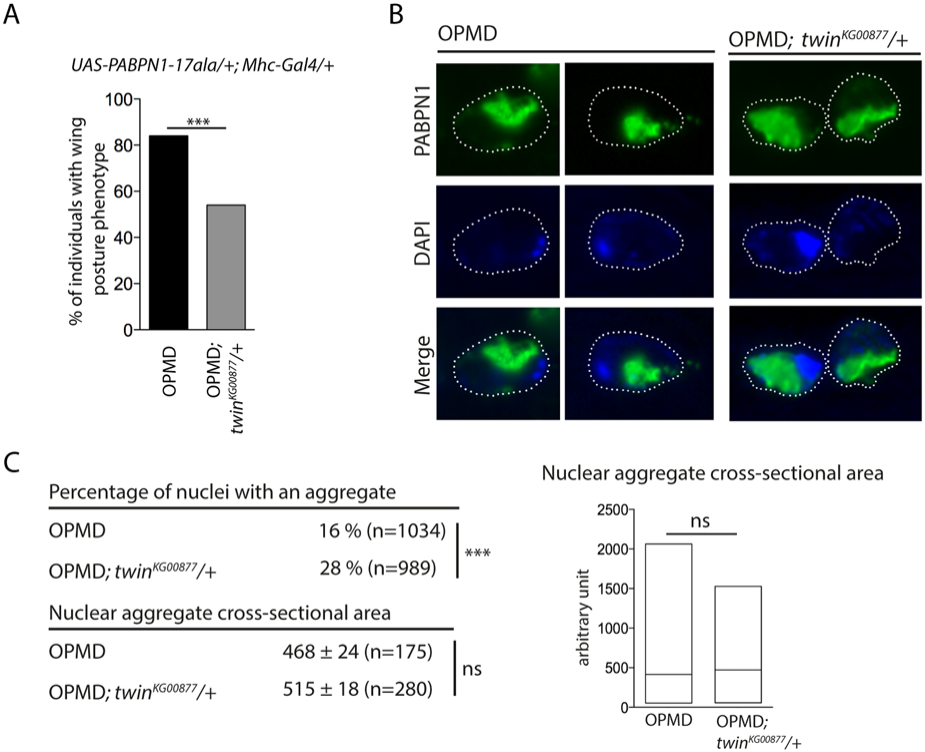
Nuclear PABPN1 aggregates in the OPMD *Drosophila* model. A) Genetic rescue of wing position phenotypes with *twin* ^*KG00877*^ hererozygous mutant. Percentage of wing posture defects in the presence or absence of *twin* ^*KG00877*^/+, scored at day 6. OPMD flies were *w* ^*1118*^ *; UAS-PABPN1-17ala/+; Mhc-Gal4/+* raised at 18°C. *** *p*-value <0.0001, using the χ^2^ test. B) Immunostaining of indirect flight muscles from OPMD (*w* ^*1118*^ *; UAS-PABPN1-17ala/+; Mhc-Gal4/+)* and OPMD; *twin* ^*KG00877*^ */+* (*w* ^*1118*^ *; UAS-PABPN1-17ala/+; Mhc-Gal4/twin* ^*KG00877*^) adult flies at day 6 with anti-PABPN1 (green), showing nuclear aggregates. DNA was visualized with DAPI (blue). Nuclei are outlined with a dotted line. C) Quantification of PABPN1 nuclear aggregates. (Top) Percentages of nuclei with a nuclear PABPN1 aggregate in OPMD and OPMD; *twin* ^*KG00877*^ */+* indirect flight muscles (genotypes as in B) *** *p*-value <0.0001, using the χ^2^ test. (Bottom) Quantification of nuclear aggregate areas. Each nuclear aggregate was delimited in a focal plan and the surface was calculated using ImageJ. Mean values of the areas with standard errors of the mean are indicated in arbitrary units Distribution of cross-sectional areas is shown as box plots (right), the median is indicated as an horizontal line within the box. ns: not significant, using the Student’s t-Test. Thoracic muscles were stained with anti-PABPN1 and DAPI and nuclear aggregates were visualized and scored using both staining. Quantification was from three independent experiments.

These results are consistent with other data reporting the dissociation between the presence of PABPN1 nuclear aggregates and muscle defects, and suggest that PABPN1 aggregates are not always causative of muscle defects.

### Early down-regulation of mRNAs encoding mitochondrial proteins is conserved in the OPMD mouse model

To extend our study to a mammalian model, quadriceps gene expression using microarrays was compared between control mouse (FvB) and A17.1 mouse which expresses PABPN1-17ala in skeletal muscle [53], at three time points (T1, 6 weeks; T2, 18 weeks; and T3, 26 weeks) [54]. Up- and down-regulated genes were found at all time points (Fig. 7A), with the ubiquitin-proteasome system being higly deregulated [9]. Annotation clustering enrichment analysis using DAVID [55] revealed that down-regulated genes common to all three time points were mostly enriched in genes encoding mitochondrial proteins (GO:0005739 "mitochondrion", Fold enrichment 14.8, *p*-value 5.88E-23), and we identified several nuclear genes involved in oxidative phosphorylation that were down-regulated, starting at the earliest time point (Fig. 7B, C, S3 Table). RT-qPCR confirmed the down-regulation observed with microarrays at T1 (Fig. 7D). These data obtained on pre-symptomatic muscles, for which no muscle weakness was evidenced [53], further confirmed the down-regulation of mRNAs encoding mitochondrial proteins as an early defect in OPMD. Using ePAT (extension PAT) assays, we found that the down-regulation of these mRNAs correlated with the accumulation of shorter poly(A) tails (Fig. 7E).

**Fig 7:**
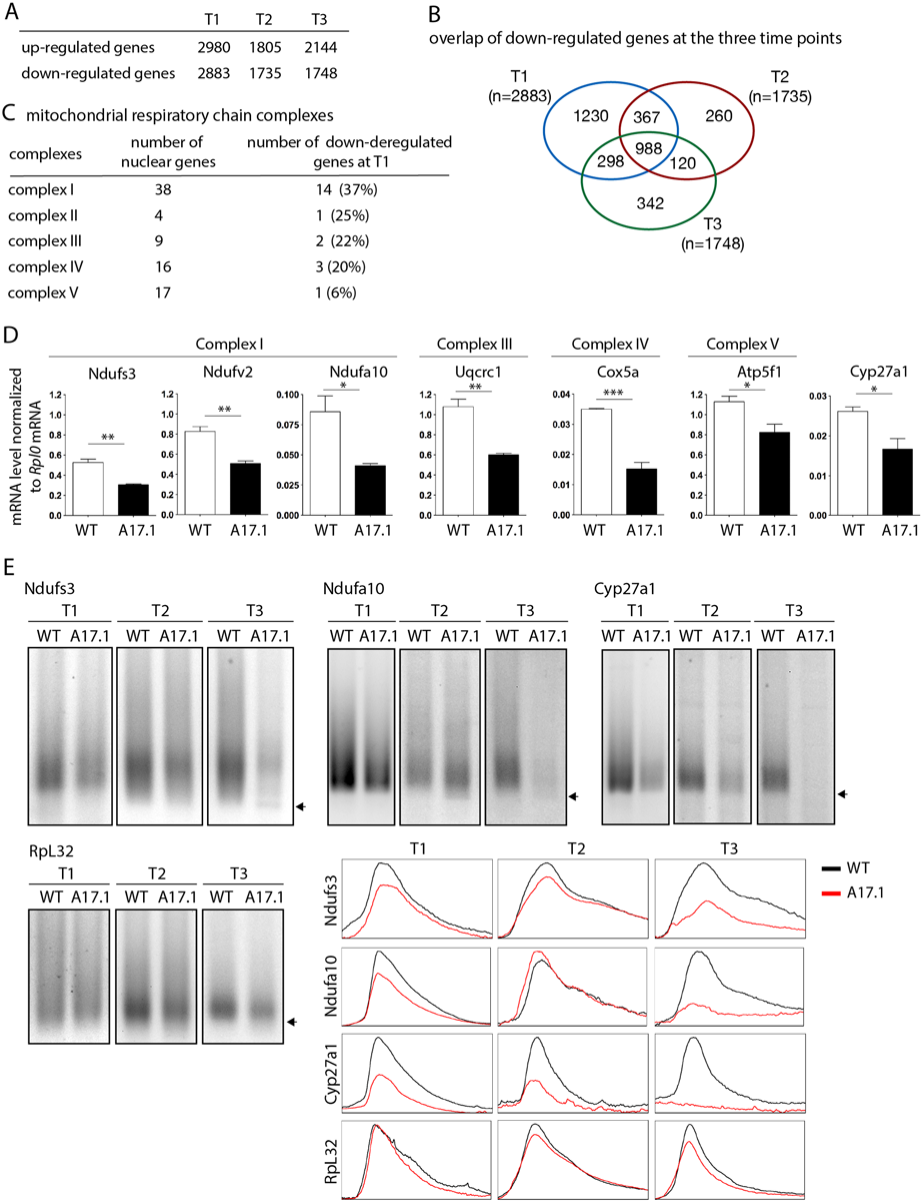
Deregulation of the mitochondrial pathway in the OPMD mouse model. A) Number of deregulated genes in A17.1 mouse skeletal muscles using microarrays. T1, 6 weeks; T2, 18 weeks; T3, 26 weeks. B) Venn diagram of overlapping down-regulated genes at T1, T2 and T3. C) Number of nuclear genes encoding mitochondrial respiratory chain complex subunits down-regulated in A17.1 mouse muscles. D) Quantification of levels of mRNAs encoding mitochondrial respiratory chain subunits in control (WT) and A17.1 quadriceps skeletal muscle at T1, using RT-qPCR. Normalization was with *Rplp0* mRNA. Means are from three biological replicates, error bars represent standard deviation. * *p*-value <0.05, ** *p*-value <0.01, *** *p*-value <0.001, using the Student’s t-Test. E) ePAT assays of mRNAs encoding mitochondrial proteins in control (WT) and A17.1 quadriceps skeletal muscles. Arrows indicate poly(A) tails of 12A. Accumulation of 12A poly(A) tails was visible in A17.1 muscles at T2 and/or T3. *RpL32* is a negative control mRNA encoding a ribosomal protein. Profiles of ePAT assays using the ImageJ software are shown.

SREs are conserved from yeast to mammals [56,57]. We searched for the presence of potential SREs in the genes down-regulated at T1 that were annotated with the term "mitochondrion" (407 genes, S4 Table) [51]. SRE scores were higher in these down-regulated mRNAs than in control mRNAs (Fig. 5F) indicating an enrichment of SREs in mRNAs down-regulated in muscles from the A17.1 mouse.

In order to validate the role of SREs in the regulation of mRNAs that were down-regulated in PABPN1-17ala expressing muscles, we selected Ndufa10 mRNA which contains a potential SRE in its 3'UTR (S5A Fig). We took advantage of the HEK293T human cell line which we found expressing SAMD4A, the human homologue of Smg, using RT-PCR, western blot and immunostaining (S5B, C Fig). Reporter constructs containing Ndufa10 3'UTR either with the potential SRE or with a mutant form of this element were used for transfection, and mRNA levels produced from these constructs were quantified using RT-qPCR. Mutation of the SRE resulted in higher levels of mRNA (S5A Fig), consistent with the role of the SRE in mRNA destabilization.

We conclude that the down-regulation of mRNAs encoding mitochondrial proteins in pre-symptomatic muscles expressing PABPN1-17ala is conserved in mouse. This down-regulation correlates with accumulation of shorter poly(A) tail lengths of these mRNAs and with their enrichment in SREs.

### Mitochondrial protein levels are decreased in OPMD patient muscles

To further validate a defect in mitochondrial components in OPMD patients, we used a proteomic approach on control and OPMD patient sternocleidomastoid muscle biopsies. This muscle, which is clinically unaffected [58] was used as a surrogate for pre-symptomatic samples. Strikingly, among the 70 proteins that were found significantly deregulated, 49 were down-regulated and 78% of them were mitochondrial proteins (n = 38) (Fig. 8A, B, S5 Table). Moreover, 53% (n = 20) and 39% (n = 15) of these proteins were orthologous to mitochondrial proteins encoded by down-regulated mRNAs in the *Drosophila* and mouse models, respectively. We verified by RT-qPCR that the corresponding mRNAs were down-regulated in OPMD patient biopsies (Fig. 8C), whereas the amount of mitochondrial DNA remained unchanged (Fig. 8D).

**Fig 8:**
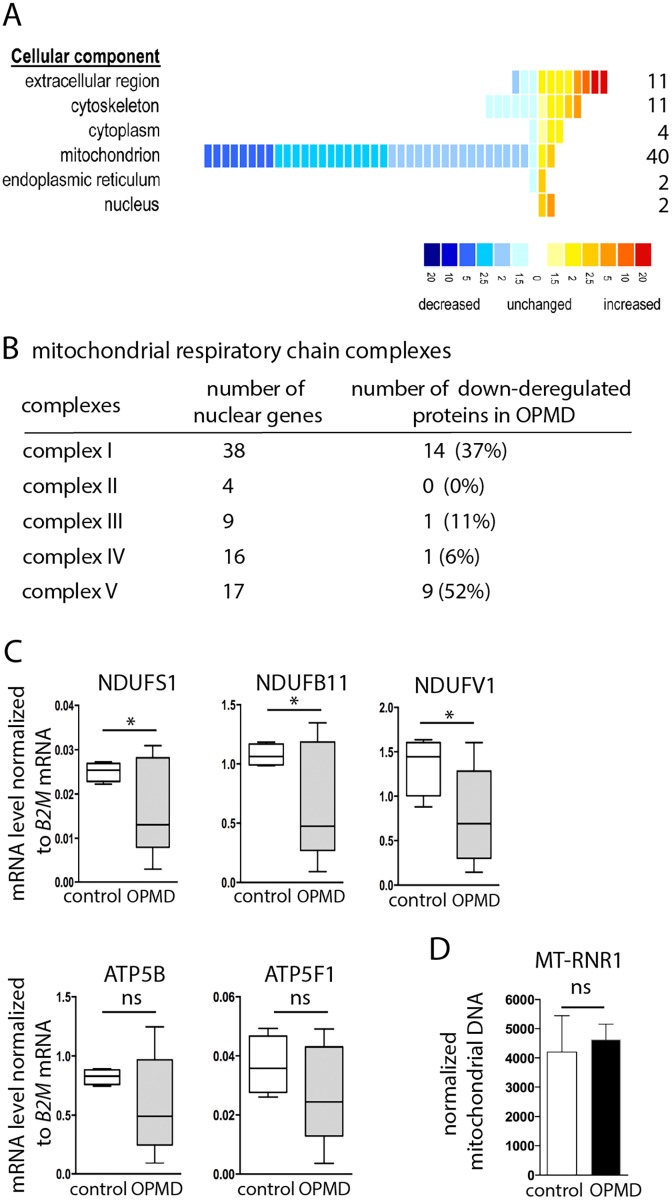
Decrease of mitochondrial protein levels in human OPMD muscle biopsies. A) Distribution of differentially expressed proteins from OPMD and control human muscle samples, following a quantitative label-free LC-MS profiling proteomic analysis. Proteins are sorted according to their GO terms in "cellular component" using DAVID. Each square represents a protein. The value of the fold change is color-coded. Yellow to red, over-expressed in OPMD samples (maximum 20-fold); blue, under-expressed in OPMD samples (minimum -20-fold). B) Number of subunits of the mitochondrial respiratory chain complexes down-regulated in OPMD patient muscle biopsies. C) Quantification of levels of mRNAs encoding mitochondrial respiratory chain subunits in control and OPMD patient muscle biopsies, using RT-qPCR. Normalization was with B2M (Beta-2 microglobulin) mRNA. Box plots are from 4–7 muscle biopsies, the median is indicated as an horizontal line within the box. * *p*-value <0.05 using the Student’s t-Test. For ATP5B and ATP5F1, the median is lower in OPMD than in control biopsies, although the difference is not recorded as significant. D) Quantification of mitochondrial DNA on muscle biopsies, using qPCR. The MT-RNR1 mitochondrial gene was quantified. Normalization was with B2M nuclear DNA. Means are from four biological replicates, error bars represent standard deviation. ns: not significant, using the Student’s t-Test.

These results confirm the molecular data obtained in both animal models, showing the down-regulation of mRNAs encoding mitochondrial proteins as an early defect in OPMD. They further show the down-regulation of mitochondrial proteins and are consistent with mitochondrial dysfunction playing an important role in early stages of OPMD progression.

## Discussion

The molecular defects underlying OPMD pathology remain largely undetermined, although recent advances have implicated apoptosis [11] and a general deregulation of the ubiquitin-proteasome system [9]. However, these are downstream events in the pathogenesis. Here, we further investigate the molecular mechanisms involved by analysing early defects in the disease. We show that specific mRNAs encoding proteins involved in mitochondrial activity are present at lower levels in pre-symptomatic OPMD muscles; this reduced expression results from the shortening of their poly(A) tails which leads to their destabilization. Poly(A) tail length regulation plays a key role in OPMD since muscle function is improved when deadenylation is decreased using mutants. We further show that nuclear cleavage/polyadenylation of pre-mRNAs is inefficient in PABPN1-17ala-expressing muscles (Fig. 9). This defect occurs both on genes which are and on those which are not down-regulated, indicating that it does not *per se* systematically lead to reduced steady-state mRNA levels. The decreased levels of specific mRNAs result from their active deadenylation, itself dependent, at least in part, on the specific interaction of these mRNAs with the Smg RNA binding protein and the recruitment by Smg of the CCR4-NOT deadenylation complex (Fig. 9). In addition, our genetic data revealing the potential involvement of other RNA binding proteins suggest that OPMD pathogenesis is complex and probably involves additional mechanisms of RNA regulation.

**Fig 9:**
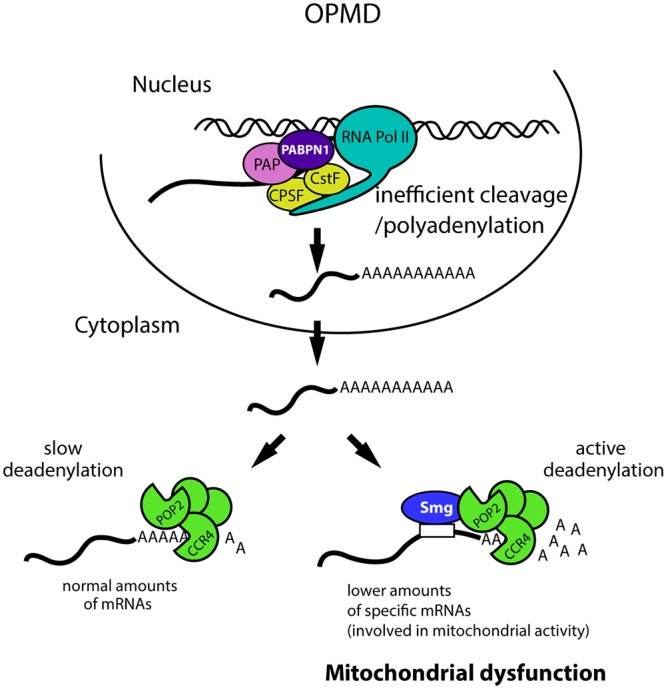
Molecular model of OPMD. The first molecular defect in OPMD would be a general decrease in the cleavage/polyadenylation reaction resulting from affected PABPN1 function. This would not lead to a reduction of mRNA levels at steady-state for most mRNAs, but would lead to such a decrease for mRNAs actively deadenylated by Smg/CCR4-NOT, among which mRNAs involved in mitochondrial function. This would result in mitochondrial dysfunction and in turn affected muscle function. Additional mechanisms of mRNA regulation occurring downstream of the first defect in cleavage/polyadenylation are also expected to be involved. CPSF, Cleavage and polyadenylation specificity factor; CstF, Cleavage stimulation factor; PAP, poly(A) polymerase.

The function of PABPN1 during cleavage/polyadenylation has been documented. Nuclear polyadenylation occurs in two steps: first, cleavage of the pre-mRNA at the poly(A) site, which is co-transcriptional, and second, polyadenylation which potentially occurs after dissociation of the RNA from the RNA polymerase II. PABPN1 was shown to be involved in the second step, polyadenylation, for the control of poly(A) tail lengths [14,15]. More recent data have also implicated PABPN1 in the cleavage step for the regulation of weak poly(A) sites [20]. Here we show impaired cleavage at poly(A) sites in the *Pabp2* loss-of-function mutant, revealing a more general role of PABP2/PABPN1 in this step of the reaction. In the regulation of weak poly(A) sites, PABPN1 binds to non-canonical polyadenylation signals and prevents the binding of CPSF (Cleavage and polyadenylation specificity factor) required for cleavage [20]. A general function of PABPN1 in cleavage would require other interactions, for example with proteins required for cleavage, such as the poly(A) polymerase known to associate with PABPN1 [14]. Although a global shift to proximal poly(A) sites has been reported in the mouse model of OPMD [20,21], the down-regulation and poly(A) tail shortening of specific mRNAs that we functionally show to participate in OPMD pathogenesis are independent of alternative poly(A) site utilization.

The molecular defects observed in PABPN1-17ala-expressing muscles, reduction of mRNA poly(A) tail length and decreased efficiency of cleavage at poly(A) sites are similar to those observed in *Pabp2* loss-of-function mutants ([16], this study). This suggests that part of the defects in OPMD could result from partial *PABPN1* loss-of-function. However, the genetic suppression of wing posture phenotypes by reducing the dosage of *Pabp2* does not favour a simple loss-of-function model. It has been proposed for polyglutamine diseases that the pathogenesis could result from both the gain-of-function and the loss-of-function of the same protein [59]. The protein responsible for the disease would exist in two different conformations with two different yet normal functions. Extension of the polyglutamine tract would favour one conformer resulting in increased amounts of this conformer and the partial loss-of-function of the other conformer; the pathology would result from both these effects. In this model, the mutant protein would have the same function as the normal protein but would have the ability to alter the balance between both protein forms. Several properties of PABPN1 are consistent with this model for OPMD. We have shown previously that the normal function of PABPN1 and more specifically its RNA binding activity is required for OPMD-like defects in the *Drosophila* model [23]. In addition, PABPN1-17ala half-live was reported to be longer than that of PABPN1 in cell models, leading to higher accumulation of PABPN1-17ala and protein aggregation [60]. Thus, expansion of the polyalanine tract results in protein "overexpression" which contributes to the pathology. Given this data, overepression of the normal protein might be expected to induce similar defects as expression of the mutant protein, as it is the case in *Drosophila* models for other disorders [61]. Consistent with this, we previously reported that PABPN1 expression in *Drosophila* muscles induced wing posture defects, although at lower levels than PABPN1-17ala expression [23]. Finally, normal PABPN1 is also known to form oligomers during nuclear polyadenylation and can form nuclear aggregates that recruit ubiquitin and proteasomes under specific physiological conditions [52,62].

Because the presence of nuclear aggregates and muscle defects can to some extent be uncoupled, we have previously proposed that nuclear aggregates are not always pathological [23]. This is consistent with results concerning polyglutamine diseases where aggregates can have a protective role [63]. We find that the improvement of muscle function when deadenylation is genetically reduced correlates with an increased number of PABPN1 aggregates, again strengthening the notion that the aggregates are not always causative of muscle defects. In that case, muscle protection that results from the reduction of molecular defects could allow the formation of more PABPN1 aggregates. Thus, these aggregates might not always be pathological, in particular during early stages of the disease, although they might become so at later stages, when their increased size could interfere with nuclear function.

A major conclusion from our study is that the specificity of the defect in OPMD does not depend *per se* on PABPN1 defect in pre-mRNA cleavage, but on Smg-dependent regulation occurring in the cytoplasm. Because of the shift to proximal poly(A) sites that correlated with mRNA up-regulation, described in the OPMD mouse model [20], we asked whether a similar mechanism could lead to increased Smg levels in *Drosophila* muscles expressing PABPN1-17ala and underlie increased deadenylation. However, the same poly(A) site was used in normal and PABPN1-17ala-expressing muscles, and we failed to detect major deregulation of *smg* mRNA and protein levels in PABPN1-17ala-expressing muscles (S6A-C Fig). We propose that normal Smg-dependent deadenylation, following inefficient pre-mRNA cleavage, could lead to the reduced levels of specific mRNAs that we observe (Fig. 9). In addition, other processes such as mRNP remodelling could contribute to enhanced mRNA decay in the course of the disease progression. Indeed, Smg forms cytoplasmic foci which are distinct, but related to other cytoplasmic RNA granules such as processing (P) bodies or stress granules, in which mRNAs are degraded or translationally repressed, and the regulation of which affects mRNA regulation [25,64].

A recent study also revealed the implication of Smg/SAMD4A in Myotonic Dystrophy Type 1 (DM1). In that case, Smg mechanism of action appeared to be different, since overexpression of Smg decreased DM1 muscle defects by reducing unproductive CUGBP1-eIF2α translational complexes [50].

Mitochondrial dysfunction has been shown to play a major role in most neurodegenerative diseases including Parkinson's, Alzheimer's, Huntington's and other polyglutamine diseases [65]. More recent data have uncovered that aside mitochondrial function in energy production, mitochondrial dynamics including trafficking and quality control is instrumental in pathogenesis [65–67]. Mitochondria also have a key role in muscle function. *Drosophila* mutants of *pink1* and *parkin*, mutations of which cause Parkinson's disease in man, lead to mitochondrial dysfunction and flight muscle degeneration [68,69]. We show that mitochondrial dysfunction is also an important component of OPMD: Muscle function is improved when mitochondrial biogenesis and activity are genetically increased; in addition, mitochondrial proteins are down-regulated in OPMD muscle biopsies from patients. We identify the molecular defects leading to early mitochondrial dysfunction in OPMD: mRNAs encoding mitochondrial proteins are down-regulated due to their Smg-dependent deadenylation. Therefore, our data reveal Smg as a regulator of mRNAs involved in mitochondrial function. This finding might have important implications on the role of Smg in several neurodegenerative diseases that involve mitochondrial dysfunction and/or RNA toxicity.

## Materials and Methods

### Ethics statement

Experimental animal studies were conducted under approval of both the RHUL Animal Research Ethics Committee, and the UK Home Office, and with a UK Home Office license (PPL 70/7008) under the UK Animals (Scientific Procedures) Act 1986. Animal were euthanized by an approved schedule 1 procedure under these statutory regulations. All human muscle biopsies were obtained during surgical procedure after informed consent in accordance with the French legislation on ethical rules.

### RNA, DNA, quantitative PCR and Poly(A) test assays

Total RNA was prepared from 10 *Drosophila* thoraxes, mouse quadriceps, human muscle frozen biopsies or HEK293T cells, using Trizol (Invitrogen) as recommended by the manufacturer. DNA was digested using TURBO DNase (Ambion) or DNase RNase free (Qiagen). Total RNA concentration was determined with nanodrop ND-1000 spectrophotometer. For RT-qPCR, 0.1–1μg of total RNA was reverse transcribed with SuperScript III (Invitrogen). Random hexamers (Roche) were used for reverse transcription following Smg immunoprecipitations and for pre-mRNA cleavage anlysis. Oligo-d(T)_12-18_ primers (Invitrogen) were used in RT-qPCR comparing mRNA levels in *Drosophila* thoraxes of different genotypes; we verified that utilization of random hexamers for these RT-qPCR reproduced the deregulation observed with oligo-d(T)_12-18_ primers (S1B Fig). A mix of oligo-d(T)_12-18_ primers and random hexamers was used for reverse transcription performed on mouse and human RNAs. RNA levels were calculated using the LightCycler 480 SYBR Green I Master (Roche) on the LightCycler 480 Instrument (Roche), and normalized with *Drosophila sop* and/or *Cpr100A* mRNAs, mouse *Rplp0* and human B2M. *sop* and *Rplp0* encode ribosomal proteins, β2-microglobulin (B2M) encodes a component of MHC class I molecules, and *Cpr100A* encodes a cuticular protein present in thorax cuticle but not expressed in muscles. Poly(A) test (PAT) assays were performed with 1μg of total RNA using either regular PAT [70] (Fig. 3C), or ePAT [71] (Fig. 7E, S3, S6 Fig) methods. Briefly, for the PAT reaction, mRNA poly(A) tails were coated with oligo-d(T)_12-18_ primers which were then ligated; this reaction was followed by annealing of the d(T)-anchor primer to the overhanging remaining As at 12°C and its subsequent ligation, then by reverse transcription from this ligated primer, and PCR using d(T)-anchor and a gene specific primer [70]. For ePAT, the d(T)-anchor primer was annealed to mRNA poly(A) tails at 25°C and used as template for mRNA extension with Klenow polymerase (see S6A Fig, ePAT); this reaction was then switched to 55°C to dissociate annealings that had not been extended by Klenow polymerase, and followed by reverse transcription and PCR using d(T)-anchor and a gene specific primer [71]. PCR fragments were visualized on 2% agarose gel. RNase H digestion was performed on 3μg RNA with 5 Units RNase H (Biolabs) in the presence or not of 1μg oligo-d(T)_12-18_. Mitochondrial DNA (mtDNA) was extracted using a standard DNA extraction method. mtDNA was isolated from 5 thoraxes per genotype for *Drosophila*, and from 100 5μm-thick cryosections for human muscle biopsies. Total DNA concentration was quantified with the nanodrop ND-1000 spectrophotometer and 0.4 ng of total DNA was used for qPCR. *Drosophila* mtDNA content was quantified using *mt*:*CoI*, *mt*:*CoII*, and *mt*:*cyt-b* genes, and normalized with *RpL32* genomic DNA. mtDNA content in human muscle biopsies was quantified using the MT-RNR1 gene and normalized using B2M nuclear genomic DNA. Primers used are indicated in S1 Text.

### Enzymatic activities of mitochondrial complexes

Enzymatic activities were measured from homogenates of 10 thoraxes prepared at 4°C in 700 μl of phosphate buffer (50 mM; pH 7). Enzymatic activities for each complex were measured from five independent homogenates per genotype. Activities of complexes I, II, II+III and IV, as well as citrate synthase activity were determined spectrophotometrically from the supernatant fraction as described previously [72]. Protein concentrations were measured using the Bio-Rad protein assay kit (Bio-Rad).

### Antibodies, western blots, immunostaining and immunoprecipitations

Anti-Smg antibody was raised in rabbit against amino acids 571 to 771 of the Smg protein (SAM domain). Briefly, this fragment was expressed in *E*. *coli* as a His6-SUMO fusion protein. After metal affinity chromatography, the N-terminal SUMO domain was cleaved with ULP protease, the two protein fragments were separated by a second metal affinity column, and the SAM domain of Smg was finally purified by Superdex75 gel filtration. The antibody was produced at Eurogentec, using four injections of 100 μg of Smg SAM domain. Protein extracts were obtained from 5 or 10 thoraxes per genotype. Western blots were performed as described [73]. Immunostaining of thoracic muscles were performed as described previously [23]. Antibodies used for western blots, immunostaining and Smg immunoprecipitation procedures are indicated in Supporting Materials and Methods.

### Calculation of SRE scores

SRE scores were determined as reported [51] using 98 *Drosophila* and 407 mouse genes down-regulated in OPMD muscles and annotated with the term "mitochondrion". Control gene lists were generated by random selection within *Drosophila* genes found not to be enriched in Smg immunoprecipitations, with a fold change ≤1 [51] (98 genes, 20 times), and all mouse genes (*Mus musculus*, Ensembl) (407 genes, 10 times), respectively. Genes present in the tested lists were removed from the control lists. SRE scores were determined for all potential transcripts of each gene and the highest score only was considered per gene.

## Supporting Information

S1 Text Supporting materials and methods. (PDF) Click here for additional data file.

S1 Fig Quantification of mRNAs encoding mitochondrial respiratory chain subunits and of negative control mRNAs. A) Quantification of mRNA levels in control and PABPN1-17ala-expressing adult thoraxes at day 2, using RT-qPCR. mRNA levels were normalized to *sop* mRNA. Means are from three biological replicates, error bars represent standard deviation. * *p*-value <0.05, ** *p*-value <0.01, *** *p*-value <0.001, ns: not significant, using the Student’s t-Test. Genotypes are indicated for (A-C). B) Quantification of mRNA levels at day 2, using RT-qPCR, with reverse transcription performed with random hexamers, showing down-regulation in PABPN1-17ala-expressing thoraxes compared to control. mRNA levels were normalized to *sop* mRNA. Means are from two biological replicates quantified three times, error bars represent standard deviation. ** *p*-value <0.01, *** *p*-value <0.001, using the Student’s t-Test. C) Quantification of negative control mRNAs which were found unaffected in microarray analysis, using RT-qPCR. mRNA levels were normalized to *sop* mRNA. Means are from two biological replicates quantified three times, error bars represent standard deviation. ns: not significant, using the Student’s t-Test.
(PDF) Click here for additional data file.

S2 Fig *GstD1-GFP* expression in OPMD muscles. A) GFP expression in indirect flight muscles of control (*GstD1-GFP/+; Mhc-Gal4/+*) and OPMD (*UAS-PABPN1-17ala*, *GstD1-GFP/+; Mhc-Gal4/+*) flies at day 2. Expression of the *GstD1-GFP* transgene was visualized by direct fluorescence and captured with the same settings for both genotypes. B) Western blots of control (*GstD1-GFP/+; Mhc-Gal4/+*) and OPMD (*UAS-PABPN1-17ala*, *GstD1-GFP/+; Mhc-Gal4/+*) adult thoraxes at day 6 to quantify GstD1-GFP protein. Protein extracts were from 0.25 thoraxes of flies raised at 18°C. α-Tubulin was used as loading control.
(PDF) Click here for additional data file.

S3 Fig Affected mRNA poly(A) tails in the OPMD *Drosophila* model. A) ePAT (extension PAT) assays of mRNAs encoding mitochondrial proteins in control (*w* ^*1118*^) and OPMD (*Act88F-PABPN1-17ala/+*) adult thoraxes at day 6. *sop* mRNA was used as a negative control. Arrows indicate poly(A) tails of 12A. B) Profiles of ePAT assays shown in A, using ImageJ software.
(PDF) Click here for additional data file.

S4 Fig Role of Smg in the OPMD *Drosophila* model. A) Quantification of mRNA levels in control and PABPN1-17ala-expressing thoraxes in the presence or absence of heterozygous *twin* or *smg* mutations at day 6, using RT-qPCR. mRNA levels were normalized to *Cpr100A* mRNA. Means of two biological replicates quantified three times. Error bars represent standard deviation. * *p*-value <0. 05, ** *p*-value <0.01, *** *p*-value <0.001, ns: not significant, using the Student’s t-Test. Genotypes are indicated for (A-D). B) Quantification of negative control mRNAs which were unaffected in PABPN1-17ala-expressing muscles in the microarray analysis, using RT-qPCR. mRNA levels were normalized to *sop* mRNA. *RpS6* mRNA levels remained unaffected in the different genotypes. The upregulation of *RpL32* mRNA in the *twin* ^*-/+*^ condition can be explained by its reduced deadenylation, since the CCR4-NOT complex can act without specificity. Means are from two biological replicates quantified three times, error bars represent standard deviation. *** *p*-value <0.001, ns: not significant, using the Student’s t-Test. C) Quantification of *PABPN1-17ala* mRNA in thoraxes at day 6 using RT-qPCR, either in the absence (*w* ^*1118*^ *; Act88F-PABPN1-17ala/+*) or the presence of *twin* (*w* ^*1118*^ *; Act88F-PABPN1-17ala/twin* ^*8115*^) or *smg* (*w* ^*1118*^ *; Act88F-PABPN1-17ala/smg* ^*1*^) mutations. mRNA levels were normalized to *sop* mRNA. Mean quantifications are from two biological replicates quantified three times. Error bars represent standard deviation. ns: not significant using the Student’s t-Test. D) PABPN1-17ala protein levels determined by western blots. Protein extracts were from 0.25 thoraxes at day 6. α-Tubulin was used as a loading control. E) Western blot validating Smg immunoprecipitation from thoraxes in the conditions used for RNA co-precipitations shown in Fig. 5E. The western blot was revealed with rabbit (rb) anti-Smg antibody.
(PDF) Click here for additional data file.

S5 Fig SRE-dependent mRNA regulation in human cells. A) Quantification of mRNAs produced from SRE+ and SRE- reporter constructs transfected in HEK293T cells. (Top) Schematic representation of the 3'UTR of the Ndufa10 gene containing the SRE sequence (black circle, SRE+) or mutated in the SRE (open circle, SRE-), downstream of the Renilla Luciferase gene. Sequences of the SRE region are shown. Nucleotides in the SRE loop (CTGG) are in bold, those in the stem are underlined. The SRE mutation (SRE-) was designed to create a *Hpa*1 restriction site (red). (Bottom) HEK293T cells were co-transfected with either pRLTK-Luc-SRE+ or pRLTK-Luc-SRE-, and PGK-eGFP constructs. mRNA levels were quantified using RT-qPCR, normalized to B2M or GFP mRNA levels. The levels of GFP mRNA normalized to B2M mRNA were similar in both types of transfection (right panel). Means are from eight quantifications performed in three independent transfections, error bars represent standard deviation. * *p*-value <0.05, using the Student’s t-Test. B) RT-PCR (left) and western blot (right) showing that HEK293T cells express SAMD4A at the mRNA and protein levels. For RT-PCR, negative controls in which the reverse transcriptase was omitted (-RT) are shown. The western blot was revealed with anti-human SAMD4A. C) Confocal images of SAMD4A immunostaining in HEK293T cells with anti-human SAMD4A (red) showing accumulation of SAMD4A in foci. DNA was revealed with Hoechst (blue).
(PDF) Click here for additional data file.

S6 Fig *smg* mRNA is not deregulated in PABPN1-17ala-expressing *Drosophila* muscles. A-B) Poly(A) site utilization in control and PABPN1-17ala-expressing muscles. A) Scheme of the experiment. RNAs were treated with RNase H either in the presence or the absence of oligo-d(T)_12-18_ to degrade the poly(A) tail (1), and then subjected to ePAT (2). Black arrows indicate the primers used in the ePAT reaction. The oligo(A) remaining of the poly(A) tail after RNase H digestion allows to produce a discrete band in PCR amplification which indicates the site used for polyadenylation. B) Results of the experiment described in (A). The same poly(A) site was used in both control and PABPN1-17ala-expressing muscles (arrow). Genotypes are indicated in (C). C) Quantification of *smg* mRNA and protein levels in control and PABPN1-17ala expressing muscles at day 6. Quantification of *smg* mRNA using RT-qPCR. mRNA levels were normalized to *sop* mRNA (left). Means are from two biological replicates quantified three times, error bars represent standard deviation. ns: not significant, using the Student’s t-Test. Western blot of control and PABPN1-17ala-expressing thoraxes revealed with rabbit anti-Smg (right). Protein extracts were from 5 thoraxes. α-Tubulin was used as a loading control.
(PDF) Click here for additional data file.

S1 Table Down-regulated genes in *Drosophila* muscles expressing PABPN1-17ala. K-means clustering is from microarray analysis previously described [26].
(XLS) Click here for additional data file.

S2 Table Down-regulated genes in *Drosophila* muscles expressing PABPN1-17ala, annotated with the GO term "mitochondrion". (XLSX) Click here for additional data file.

S3 Table Functional annotation clustering of common down-regulated genes in A17.1 mouse muscles, from microarray analysis previously described [54]. (XLSX) Click here for additional data file.

S4 Table Down-regulated genes in A17.1 mouse muscles at T1, annotated with the GO term "mitochondrion". (XLSX) Click here for additional data file.

S5 Table Differentially expressed proteins in muscle biopsies from OPMD patients. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

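Gene expression was measured in thoraxes of control flies and of flies expressing PABPN1-17ala in thoracic muscles, at days 2, 6 and 11, on 36 two-colour arrays. Each condition has 6 arrays, 3 with the thorax RNA in Cy5 and 3 with it in Cy3, and the other channel holds a common reference made from control flies at day 2. Every array was mapped to its condition and replicate number by its labels. The series description gives 3 extracts per condition, and the pairing of Cy5 and Cy3 arrays of one extract is not stated there or in the paper's text.

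The deposited table holds log ratios that the authors normalized before deposition, taken here as log2 of sample over reference, with 1 value for each gene identifier and array. The paper's text does not name the background correction, the normalization or the log base, and its S1 Text with supporting methods was not used here. The direction is a reading of the values. Both dyes gave the same sign for most changes, so the ratio does not follow the dye, but reference over sample would give this too. The direction thus rests on GstD1, which rose in flies expressing PABPN1-17ala, in which the paper reports a higher GstD1-GFP reporter. Signal intensities are not used here, and the number of arrays is one limit on the precision. Of 13843 lines, 23 are spots without a fly gene and were kept apart. Of 13820 gene identifiers, 12047 were paired with a current symbol by locus tag and 1153 by a synonym in the annotation of release 6 of the fly genome, and 620 were not paired and kept their identifier. Every identifier has 1 line, so averaging over probes was not needed. No 2 arrays held identical values among the 630 pairs compared.

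The 13791 genes with values on at least 2 of the 3 arrays of each condition and dye were tested, and 29 genes were not. For each dye, limma 3.58.1 in R 4.3.3 was fitted to 18 arrays with a mean for each of the 6 conditions and moderated variances. The log2 fold change is the mean of both dyes and the p is the larger of both, or 1 where the signs differ, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The contrasts were PABPN1-17ala against control at each day, their mean over the days, their difference between day 11 and day 2, and day 11 against day 2 in control flies. The threshold is a choice made here, since the paper's text names a two-way ANOVA and no threshold. This procedure was tested on simulated data with a dye bias of each gene. There, both dyes shared their extracts, and the extract and the array were set to add equal variance. Of 13791 genes, 200 were changed at day 2: 157 of them (78.5%) were called and 0 unchanged genes were called. The share called was 32% at a simulated log2 change of 0.5, 84% at 1, 98% at 1.5 and 100% at 2.

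Gene lists were the genes of S2 Table (96 tested), the nuclear respiratory chain genes (66), the proteasome subunit genes (32) and the genes of cytosolic (90) and mitochondrial (69) ribosomal proteins, the last 4 taken by gene symbols. Each was tested with camera at its preset correlation of 0.01 in the fit of each dye, the larger p being taken, and with fry and camera with an estimated correlation as checks. Further lists, chosen after the first results were seen, were 11 genes of small nuclear RNAs, 17 of small nucleolar RNAs, 16 of transfer RNAs and 25 genes of sarcomere proteins. The shares of called genes were compared by Fisher's exact test with the genes tested as background. Single spots were compared by exact permutation of the arrays within each dye, which counts arrays and not extracts.

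Named genes were chosen by a rule set in advance: every gene that the paper names beside its arrays or measures by RT-qPCR in fly thoraxes, with twin, pum, hiiragi and Pabp2, which it studies through mutants, and, among called genes whose 6 arrays all lay on one side of the control arrays of their dye, the 5 that fell and the 5 that rose the most at day 2 and the 3 and 3 at day 11. No identifier was paired with Ucrh, and Act88F had too few values to be tested. The terms of the gene ontology and the RNA of mouse and human muscles were not analysed here.

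Before the data were examined, these alternatives were set: all 36 arrays in a single fit with dye as a covariate; each dye alone; means of assumed pairs of arrays; the replicate number as a block; only the 2 conditions compared in each fit; a two-way ANOVA without moderation; centring of each array; quantile normalization within a dye; only the 13127 genes with values on all arrays; leaving out the genes with a spread below the median; a threshold of 0.01; a change of at least 1.5-fold; and leaving out each replicate number. After the data were examined, a fit with the sign of the Cy3 arrays turned was added, as were the cytosolic ribosomal protein genes at days 6 and 11 and the differences of the lists between day 11 and day 2. Other splits of the arrays into groups were counted over the 13127 genes with all values, with the Cy5 and Cy3 arrays of a condition paired by their numbers as an assumption. The plot was drawn with matplotlib 3.10.9 in Python 3.11.15.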

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

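The count of genes whose fold change differs between day 11 and day 2 was planned; the comparisons of gene lists between these days, the spots without a fly gene, the snRNA genes and the tests of explanations in this part were chosen only after the result was seen.

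On the array of PABPN1-17ala day 11 replicate 4, the spot of the Gal4 coding sequence had a log2 ratio of -0.53, against -2.87 to -2.23 on the 5 other arrays of its condition. The median of the genes that S1 Table lists at all 3 days was -0.11 on this array, against -0.67 to -0.50. Both values lie further from the other arrays than Dixon's test allows at its 95% limit. Of 42 groups of 6 arrays examined, 2 held such a value and chance gives 2.1, but both fall on the same array. A swap with a control array of day 11 is argued against, because no control Cy3 array of day 11 has the snRNA level of PABPN1-17ala at that day (highest median 0.07). The effect seen on the Cy5 arrays of day 11 does not decide here: control replicate 5 correlates with it at 0.29 and has 67.7% of its genes in the same direction, against 0.32 and 52.8% on this array and 0.76 and 72.4% on PABPN1-17ala replicate 5. Over all genes, the array correlates with a control Cy3 array of day 11 at 0.60, and with its own group at 0.33 to 0.55 only, against 0.57 to 0.83 among the others. The array was not exchanged with one of PABPN1-17ala at day 6 either, since the lowest Gal4 value there was -1.27. RNA of another condition of the series alone is argued against by the snRNA genes, whose median was 1.01 on this array, 0.69 to 1.07 on the other arrays of PABPN1-17ala at day 11 and at most 0.32 on arrays of other conditions. A mixed extract or flies at another stage, and a fault of this array or of its labelling, cannot be told apart. No Cy5 array of the condition is out of place (highest Gal4 value -2.23), which would argue against the extract if one of them holds the same extract, but this is not stated. Without PABPN1-17ala replicate 4 at each day, 231 genes were down-regulated and 188 up-regulated at day 11, against 59 and 104 with it.

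The fold change of PABPN1-17ala against control differed between day 11 and day 2 for 40 genes by a test of the difference itself. Of these, 29 were lower at day 11 than at day 2, and 26 of the 29 were called up-regulated at day 2, 5 at day 6 and 3 were called at day 11. Their median log2 fold change was 1.23 at day 2, 0.23 at day 6 and -0.19 at day 11. A single array is argued against as the cause, because 21 or more genes differed whichever replicate number was left out: 21 without control replicate 4, 24 and 26 without PABPN1-17ala replicates 5 and 6, and 184 without PABPN1-17ala replicate 4. Other splits of the arrays were counted on the genes with all values, of which the real split gave 42. Within each day, 2 of 100 splits gave as many, the real one included, and the other of them gave 220. With the mean effects of genotype and day taken out first, a scheme added after the first was seen, it was 1 of 100. By these shares, chance can be excluded. The rearing or collection of the flies of day 2 cannot be told apart from a transient response, because all extracts of a condition share it. Of the 92 genes up-regulated at day 2, 25 were up-regulated at day 6 and 11 at day 11, so a part of them stayed raised. A response to PABPN1-17ala that subsides with age, as the driver falls, stays open as the biological explanation and was not tested.

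Genes of 3 lists were more abundant at day 11 than at day 2 relative to control flies. The median difference of the log2 fold changes was 0.686 for the 90 genes of cytosolic ribosomal proteins (64 above 0 on both dyes; camera, adjusted p = 9.03e-19; with the estimated correlation, adjusted p = 0.00897). It was 0.328 for the 32 proteasome genes (29 above 0 on both dyes; 4.15e-08 and 0.0345) and 0.298 for the 69 genes of mitochondrial ribosomal proteins (54 above 0 on both dyes; 2.58e-08 and 0.0637). The tests of all 3 passed with fry. Of other splits within each day, 2, 7 and 1 of 100 gave as large a difference for the proteasome, the cytosolic and the mitochondrial ribosomal proteins, so that chance cannot be excluded for the cytosolic ones by this scheme. With the mean effects of genotype and day taken out, 1 of 100 did for each of the 3 lists and chance can be excluded. The same counts were 75 and 47, and then 45 and 18, for the S2 Table list and the respiratory chain, where chance cannot be excluded.

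The difference of the cytosolic ribosomal protein genes comes from their rise at day 11, with a median of 0.68, 72 of 90 genes above 0 on both dyes and 31 up-regulated; at day 6, the median was 0.54 and 15 were up-regulated. Scaling of whole arrays is argued against, since the median at day 11 stayed at 0.464 after quantile normalization within a dye and its test stayed past the threshold. A trend with signal left by the authors' normalization cannot be told apart: the respiratory chain genes, another abundant family, did not rise with them (median -0.095 at day 11), but their own fall could hide it and signal intensities are not used here. A smaller share of muscle RNA cannot be told apart either. The 25 sarcomere genes had a median of -0.186 at day 11, with 12 below 0 on both dyes and 4 above (-0.02 after quantile normalization). This value includes PABPN1-17ala replicate 4, on which the median log2 ratio of these genes was -0.03. It was -1.69 to -0.75 on the other arrays of PABPN1-17ala at day 11, and -0.56 to -0.18 on the control arrays of that day. A response of ribosomal protein genes to PABPN1-17ala at later stages of muscle degeneration may also explain the rise, and was not tested.

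The spot of the Gal4 coding sequence, which the paper does not report on, was higher with PABPN1-17ala than in control flies by a log2 fold change of 1.01 at day 2 and 0.43 at day 6 (exact p = 0.005 for each, the smallest that 400 splits of the arrays can give; these count arrays, and if both dyes share their extracts, 3 against 3 allow no share below 1 of 10) and by 0.01 at day 11 (exact p = 0.965). Without PABPN1-17ala replicate 4, the value of day 11 was -0.32 (exact p = 0.235 over 200 splits). The medians of the other 22 spots without a fly gene were -0.02, -0.06 and 0.04. Both genotypes carry the Mhc-Gal4 driver. A more active Mhc promoter is a candidate explanation and cannot be told apart: the Mhc gene itself had a fold change of 0.43 at day 2 and -0.43 at day 6, called at neither day, and PABPN1-17ala may change the Mhc mRNA in ways that it does not change the Gal4 mRNA. A difference between the stocks in the driver was not tested.

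From day 2 to day 11, the Gal4 spot fell by 1.88 in control flies (exact p = 0.005 with arrays counted as above) and changed by -2.88 with PABPN1-17ala (-3.21 without PABPN1-17ala replicate 4 at day 11). A drift of all spots without a fly gene is argued against, because the lowest change among the other 22 in control flies was -0.27. A candidate explanation is that the Mhc promoter of the driver loses activity with age. Mhc changed by -1.54 in control flies (adjusted p = 0.0113 from limma) and by -2.39 with PABPN1-17ala (adjusted p = 4.08e-05), a test that might have come out the other way. In control flies, its change was -1.05 on Cy5 and -2.04 on Cy3 arrays. Across genes, changes with age on both dyes correlated at 0.143 only, so their size is uncertain. The 25 sarcomere genes, Mhc among them, changed by a median of -0.42 (16 below 0 on both dyes, 1 above). The fall of Mhc thus does not single out its promoter. The amount of PABPN1-17ala protein was not analysed here.

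The 11 genes of small nuclear RNAs, a class that the paper does not discuss, had a median log2 fold change of 0.847 at day 11, with 6 above 0 on both dyes and 0 below, and 5 up-regulated. Camera gave an adjusted p of 0.00297 and fry of 0.00124 over 20 tests of further lists, and with the estimated correlation camera did not pass (adjusted p = 0.403). The medians were 0.14 at day 2 and 0.12 at day 6, which also passed with camera (adjusted p = 0.00162 and 0.00525) but not with fry (adjusted p = 0.0569 and 0.164), and the difference between day 11 and day 2 did not pass (median 0.15; camera, adjusted p = 0.286). The direction at day 11 held after centring (0.82) and after quantile normalization within a dye (0.64). More RNA without a poly(A) tail in the labelled samples cannot be told apart from a rise of these RNAs. The 5.8S rRNA gene rose by 3.05 at day 11 (adjusted p = 0.0389 from limma), and by 2.69 at day 2 and 2.46 at day 6, while the 17 snoRNA and the 16 tRNA genes had medians of -0.004 and -0.03 at day 11 with members on both sides of 0. The labelling of the RNA is not described in the paper's text. Whether PABPN1-17ala changes the level or the tails of these RNAs was not tested.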

How the results depend on the processing

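The fits with the sign of the Cy3 arrays turned, the cytosolic ribosomal protein genes at days 6 and 11, and the differences of the gene lists between day 11 and day 2 were chosen only after the results were seen, as was the check of the replicate numbers. The medians of the S2 Table list, the respiratory chain genes and cytosolic ribosomal protein genes at each day, of the proteasome genes at day 6 and of mitochondrial ribosomal protein genes at day 2 kept their direction in all alternatives other than the turned sign, and their side of the threshold except for the cytosolic ribosomal protein genes at day 2. The median of the S2 Table list ranged from -0.53 to -0.46 at day 2, from -0.91 to -0.66 at day 6 and from -0.46 to -0.33 at day 11, and that of the respiratory chain genes from -0.62 to -0.50, from -0.91 to -0.64 and from -0.17 to -0.021. The median of the proteasome genes at day 6 ranged from 0.52 to 0.72, and that of mitochondrial ribosomal protein genes at day 2 from -0.18 to -0.12. The median of cytosolic ribosomal protein genes ranged from 0.005 to 0.058 at day 2, where it passed the test on Cy3 arrays alone (0.010) and with means of assumed pairs (0.011), from 0.46 to 0.71 at day 6 and from 0.46 to 0.96 at day 11. Of the differences between day 11 and day 2, those of the proteasome, cytosolic and mitochondrial ribosomal protein genes kept their direction and their side of the threshold in all alternatives except the turned sign, with ranges of 0.27 to 0.44, 0.42 to 0.89 and 0.23 to 0.45. That of the S2 Table list passed the threshold with quantile normalization within a dye (0.15), and that of the respiratory chain genes no longer passed it when the genes with the smallest spread were left out (0.28); the cause was not tested.

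The counts of called genes depended on how the arrays were counted and on the threshold. With all 36 arrays in a single fit and dye as a covariate, 243, 311 and 617 genes were down-regulated and 316, 406 and 731 up-regulated at days 2, 6 and 11, with 82 at all 3 days and 32, 44 and 23 in the respiratory chain. It gave 1335 genes for the genotype averaged over the days, 831 for the difference between day 11 and day 2, and 1296 for age in control flies. On the Cy5 arrays alone, 123, 203 and 716 genes were down-regulated and 181, 174 and 1000 up-regulated at days 2, 6 and 11, with 55 at all 3 days and 22, 43 and 19 in the respiratory chain. It gave 880 genes for the genotype averaged over the days, 679 for the difference between day 11 and day 2, and 1902 for age in control flies. On the Cy3 arrays alone, 108, 163 and 147 genes were down-regulated and 197, 261 and 294 up-regulated at days 2, 6 and 11, with 25 at all 3 days and 15, 32 and 13 in the respiratory chain. It gave 741 genes for the genotype averaged over the days, 225 for the difference between day 11 and day 2, and 2232 for age in control flies. When means of assumed pairs of arrays were fitted, 231, 299 and 628 genes were down-regulated and 298, 378 and 887 up-regulated at days 2, 6 and 11, with 82 at all 3 days and 30, 43 and 23 in the respiratory chain. It gave 1331 genes for the genotype averaged over the days, 791 for the difference between day 11 and day 2, and 1471 for age in control flies. By two-way ANOVA without moderation, 223, 283 and 604 genes were down-regulated and 310, 411 and 709 up-regulated at days 2, 6 and 11, with 71 at all 3 days and 31, 44 and 22 in the respiratory chain. It gave 1322 genes for the genotype averaged over the days, 805 for the difference between day 11 and day 2, and 1222 for age in control flies. All of these drop the demand that a gene changes on each dye at its own p. Every gene called by the rule that makes both dyes pass was also called in each of them. On the arrays of a single dye this holds by construction, since the rule takes the larger p of both dyes. In simulated arrays, the single fit of 36 arrays made 306 calls, of which 119 were of unchanged genes. At day 6, where no gene was changed, it made 9 calls. There, both dyes were set to share their extracts, with as much variance from the extract as from the array. How much variance the extracts add on the real arrays is not known, so these numbers do not carry over to them. At an adjusted p threshold of 0.01, where fewer genes pass by construction, 16, 49 and 19 genes were down-regulated and 51, 74 and 43 up-regulated at days 2, 6 and 11, with 6 at all 3 days and 5, 17 and 5 in the respiratory chain. It gave 282 genes for the genotype averaged over the days, 20 for the difference between day 11 and day 2, and 124 for age in control flies. A change of at least 1.5-fold left 189 genes for the genotype averaged over the days, and the other counts stayed within 1.5 times of their values. After quantile normalization within a dye, 65, 107 and 26 genes were down-regulated and 134, 229 and 37 up-regulated at days 2, 6 and 11, with 10 at all 3 days and 13, 19 and 5 in the respiratory chain. It gave 484 genes for the genotype averaged over the days, 60 for the difference between day 11 and day 2, and 152 for age in control flies. With the genes of the smallest spread left out, 20 genes were down-regulated at all 3 days. When only the 2 conditions compared entered each fit, 22, 215 and 0 genes were down-regulated and 23, 267 and 0 up-regulated at days 2, 6 and 11, with 0 at all 3 days and 8, 44 and 0 in the respiratory chain. At an unadjusted p below 0.05, limma gave 477 genes at day 11 in these fits, and the change with age in control flies gave 59 genes; fewer arrays estimate the spread there by construction, and these fits give no value for comparisons that span more than 2 conditions. The cause of the other shifts was not tested. With centring of each array, the replicate number as a block, or only the genes with values on all arrays, each of these counts stayed within 1.5 times of its value.

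Each replicate number was also left out in turn, at all 3 days together, which takes out arrays and not extracts. These are fits on fewer arrays, in which the fit pools the spread of all conditions. The number of genes down-regulated at day 2 ranged from 13 to 58, and moved by more than 1.5 times to 13 without PABPN1-17ala replicate 5, to 19 without control replicate 4 and PABPN1-17ala replicate 6, to 20 without PABPN1-17ala replicate 3, to 21 without control replicate 6, to 23 without PABPN1-17ala replicate 2, to 24 without control replicate 5 and to 25 without control replicate 3. At day 6, this number ranged from 51 to 110, and moved by more than 1.5 times to 51 without PABPN1-17ala replicate 6 and to 54 without control replicate 4. At day 11, it ranged from 14 to 231, and moved by more than 1.5 times to 14 without PABPN1-17ala replicate 5, to 17 without control replicate 4, to 19 without PABPN1-17ala replicate 6, to 31 without control replicate 6, to 38 without control replicate 3, to 39 without control replicate 5 and to 231 without PABPN1-17ala replicate 4. The number of up-regulated genes at day 2 ranged from 53 to 108, and moved by more than 1.5 times to 53 without PABPN1-17ala replicate 2 and PABPN1-17ala replicate 3, to 54 without control replicate 3 and to 58 without PABPN1-17ala replicate 5. That of day 6 ranged from 70 to 134, and moved by more than 1.5 times to 70 without PABPN1-17ala replicate 2, to 78 without PABPN1-17ala replicate 3 and to 80 without control replicate 3. That of day 11 ranged from 30 to 188, and moved by more than 1.5 times to 30 without PABPN1-17ala replicate 6, to 31 without PABPN1-17ala replicate 5, to 33 without control replicate 4, to 53 without control replicate 5 and to 188 without PABPN1-17ala replicate 4. The overlap of the 3 days ranged from 5 to 26, and moved by more than 1.5 times to 5 without PABPN1-17ala replicate 5, to 7 without control replicate 3, control replicate 6 and PABPN1-17ala replicate 6 and to 26 without PABPN1-17ala replicate 4. The number of genes whose fold change differs between day 11 and day 2 ranged from 21 to 184, and moved by more than 1.5 times to 21 without control replicate 4, to 24 without PABPN1-17ala replicate 5, to 26 without PABPN1-17ala replicate 6 and to 184 without PABPN1-17ala replicate 4. Genes with an effect of genotype averaged over the days ranged from 302 to 548 and those that change with age in control flies from 143 to 243, all within 1.5 times of their values. Down-regulated respiratory chain genes at day 2 ranged from 3 to 16, and moved by more than 1.5 times to 3 without PABPN1-17ala replicate 5, to 4 without control replicate 5, to 5 without control replicate 4, control replicate 6 and PABPN1-17ala replicate 6 and to 16 without PABPN1-17ala replicate 4. Those of day 6 ranged from 15 to 32, and moved by more than 1.5 times to 15 without control replicate 4 and to 16 without control replicate 5 and PABPN1-17ala replicate 6. Those of day 11 ranged from 4 to 11, and moved by more than 1.5 times to 4 without control replicate 4, PABPN1-17ala replicate 5 and PABPN1-17ala replicate 6 and to 5 without control replicate 6. The median difference of the respiratory chain genes between day 11 and day 2 ranged from 0.16 to 0.27 and no longer passed the threshold without control replicate 1 (0.16), control replicate 4 (0.16), control replicate 5 (0.21), PABPN1-17ala replicate 3 (0.19), PABPN1-17ala replicate 5 (0.18) and PABPN1-17ala replicate 6 (0.18). For PABPN1-17ala replicate 4, the array of day 11 lies apart from the others of its condition, and the cause of the other shifts was not tested. Within a day and dye, the residuals of control and PABPN1-17ala arrays of one number correlated at a mean of 0.073 (exact p = 0.0172 over 46656 matchings of the numbers). In 2 of 6 groups they did so without overlap: at day 2 with Cy5 (0.08 to 0.21, against -0.17 to 0.00 for other numbers) and at day 11 with Cy3 (0.15 to 0.29, against -0.25 to 0.04). The number as a block left each count within 1.5 times of its value. Cy5 arrays and the Cy3 arrays numbered 3 higher correlated at a mean of 0.020 (exact p = 0.297), so the numbers do not show which arrays of both dyes share an extract.

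The share of the genes of S1 Table that fall on both dyes was compared with the SD of the single-array shares over the replicate numbers. In some alternatives, the share moved by more than this SD. It was 91.5% at day 2 and 93.3% at day 6 with 36 arrays in a single fit, with means of assumed pairs and with ANOVA alike, 91.8% at day 2 on Cy3 arrays alone and 92.6% at day 6 and 86.2% at day 11 on Cy5 arrays alone, where a single dye or a mean has to fall and not both. It was 85.9% at day 6 after quantile normalization and 94.3% at day 6 when the genes with the smallest spread were left out; the cause was not tested.

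For the single genes named, 53 values were recomputed in 1262 alternatives: 1078 kept their direction and side of the threshold, 67 lost the call, 39 gained it, and 78 changed sign. Without the turned sign of the Cy3 arrays, 40 of the 53 values kept their direction throughout. The genes that changed sign in the other alternatives were not called at day 2: on Cy3 arrays alone ATPsynC (-0.081), RpL32 (-0.009), ERR (-0.015) and pum (0.20); on Cy5 arrays alone ATPsynO (0.080), ATPsynB (0.039), Vha16-1 (0.068), srl (0.091), twin (0.053) and hrg (-0.085); after centring Vha16-1 (0.00) and srl (0.006); and after quantile normalization within a dye ATPsynB (0.001), Vha16-1 (0.021) and Cpr100A (0.042). With each replicate number left out in turn, ATPsynC from -0.048 to 0.027, ATPsynB from -0.050 to 0.031, RpL32 from -0.019 to 0.046, Vha16-1 from -0.045 to 0.029, RpS2 from -0.12 to 0.022, Cpr100A from -0.084 to 0.042, Ets97D from -0.019 to 0.10, srl from -0.042 to 0.035, twin from -0.060 to 0.036 and hrg from -0.021 to 0.044 crossed 0; the cause was not tested. In these lists, ATPsynB is ATPsyn-b, ATPsynC is CG1746, ATPsynO is Oscp, RpS2 is Sop, Ets97D is delg, ERR is dERR, srl is spargel and hrg is hiiragi.

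Turning the sign of the Cy3 arrays cancels by construction any change that both dyes show alike. It left 0 genes called by limma in each of the 6 comparisons, 0 at all 3 days and 0 in the respiratory chain at each day, with 7, 1 and 194 genes at an unadjusted p below 0.05 at days 2, 6 and 11, 9 for the genotype averaged over the days, 105 for the difference between day 11 and day 2, and 1020 for age in control flies. The medians became 0.038, 0.009 and -0.020 for the S2 Table list at days 2, 6 and 11, 0.038, 0.012 and 0.024 for the respiratory chain genes, -0.011, -0.040 and 0.003 for cytosolic ribosomal protein genes, -0.032 for the proteasome genes at day 6 and 0.026 for mitochondrial ribosomal protein genes at day 2. The differences between day 11 and day 2 became -0.058 for the S2 Table list, -0.012 for the respiratory chain, 0.025 for the proteasome, and 0.010 and 0.003 for cytosolic and mitochondrial ribosomal proteins. The shares of S1 Table became 3.5% at day 2, 2.7% at day 6 and 11.6% at day 11. At day 2, sign changes were seen for ND-24 (0.041), ND-30 (0.061), ND-42 (0.042), ND-B8 (0.034), ND-23 (0.18), SdhA (0.14), SdhB (0.080), SdhD (0.021), RFeSP (0.23), ATPsynO (0.12), ATPsynB (0.051), Vha16-1 (0.075), Cpr100A (0.019) and ewg (0.014). They were also seen for srl (0.091), smg (0.001), twin (0.063), Pabp2 (-0.076), hrg (-0.091), GstD1 (-0.025), CG14757 (0.11), cue (0.036), CG42319 (0.085), Gadd45 (-0.015), CG12290 (-0.096), Pino (-0.20), fan (-0.063), Npl4 (0.14) and CG1674 (0.043) at day 2, and for UGP (0.027), snRNA:U6:96Aa (-0.40), snRNA:U5:38ABa (-0.15) and snRNA:U5:34A (-0.14) at day 11.

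The test of each probe on its own was not run, because each identifier has 1 line. The spread filter took out some of the named genes, which then have no value in that alternative. Of 30 tests of gene lists, 23 passed with camera at its preset correlation, and of these 21 passed with fry and 14 with the estimated correlation. Signal over background is not used here, and what it limits was not examined.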

Differences from the paper's values

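The alternatives in this part were set before the data were examined; the medians of the clusters of S1 Table, and the tests of RpS6 and Sop at days 6 and 11, were chosen only after the result was seen. There are 25 alternatives for each value. Here, a value is said to come within the paper's where the larger is at most 1.5 times the smaller.

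The paper's S1 Table lists whole clusters of genes, 16 in all, of which 5 are listed at all 3 days and none in part, while the counts here are of genes called one by one, so that the paper's counts and these are not of the same kind. The paper gives 289 genes down-regulated at day 2, and 39 were called here. Within the paper's value came the single fit of 36 arrays (243), the means of assumed pairs (231) and the two-way ANOVA (223); the other 22 alternatives did not. At day 6, the paper's S1 Table lists 305 genes and 92 were called here. The single fit of 36 arrays (311), the means of assumed pairs (299), the fits of only the 2 conditions compared (215) and the ANOVA (283) came within, and the other 21 did not. For day 11, the paper's S1 Table holds 319 genes, against 59 here. Only leaving out PABPN1-17ala replicate 4 (231) came within, and the other 24 alternatives, from 0 to 716, did not. The paper's overlap of the 3 days holds 191 genes and the one here 12; none of the 25 alternatives came within, with values from 0 to 82.

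The paper shows about 200 up-regulated genes at day 2, about 350 at day 6 and about 280 at day 11 in Fig. 1A, read by eye, against 92, 129 and 104 here. At day 2, the Cy5 arrays alone (181), the Cy3 arrays alone (197), the means of assumed pairs (298) and quantile normalization within a dye (134) came within, and the other 21 did not. At day 6, the single fit of 36 arrays (406), the Cy3 arrays alone (261), the means of assumed pairs (378), the fits of only the 2 conditions compared (267) and the ANOVA (411) did, and the other 20 did not. At day 11, the Cy3 arrays alone (294) and leaving out PABPN1-17ala replicate 4 (188) did, and the other 23 did not.

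For the respiratory chain, the paper shows about 23 down-regulated genes of complex I, about 9 of complex IV and about 8 of complex V in Fig. 1D, read by eye, and 14, 4 and 3 were called here at 1 or more days. The figure does not state a day. The lists by symbol hold 33, 9 and 12 genes of these complexes in all, called or not. They may differ from the lists behind the paper's figure, which are not given. For complex I, 8 of the 25 alternatives came within, namely the single fit of 36 arrays (23), the Cy5 arrays alone (23), the Cy3 arrays alone (16), the means of assumed pairs (24), the fits of only the 2 conditions compared (23), the ANOVA (23), leaving out the genes with the smallest spread (17) and leaving out PABPN1-17ala replicate 4 (16). For complexes IV and V, the single fit of 36 arrays (6 and 6), the Cy5 arrays alone (7 and 6), the means of assumed pairs (6 and 6), the fits of only the 2 conditions compared (6 and 6) and the ANOVA (6 and 6) came within. The other 17 alternatives for complex I and the other 20 for complexes IV and V did not.

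The paper measured genes of complexes I and II by RT-qPCR at day 2 (Fig. 1E) to check the down-regulation seen on its arrays. Its text does not say gene by gene which of them were significantly lower. Of these genes, 6 were not called at that day here, although all lay below all control arrays of their dye on 6 of 6 arrays. The log2 fold changes of these 6 were -0.82 for ND-75, -0.79 for ND-30, -0.54 for ND-42, -0.72 for ND-B8, -0.68 for SdhA and -0.64 for SdhD. The single fit of 36 arrays, the means of assumed pairs and the ANOVA called the first 5 of them; the Cy5 arrays alone called ND-75 and SdhA, the Cy3 arrays alone and quantile normalization called ND-42, and leaving out PABPN1-17ala replicate 4 called SdhA. SdhD was called at day 2 in none of its alternatives.

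The paper describes RpS6 and Sop as unchanged on its arrays. At day 2 the values here were -0.17 and -0.05, but at day 6 they were 0.75 and 0.38 and at day 11 1.11 and 0.49, not called by the rule for both dyes and called in the single fit of 36 arrays except for RpS6 at day 6. The paper reports more spargel mRNA at day 2 by RT-qPCR, and the value here was 0.00. It reports less Oscp, CG1746 and ATPsyn-b mRNA by RT-qPCR, without a change on its arrays, and the values here were -0.04, 0.00 and -0.01. Of the 16 clusters of S1 Table, most had medians below 0 at the days for which the paper lists them; the exceptions were clusters 15 and 38, listed as down-regulated at day 11, with medians of 0.02 and 0.19 at that day.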

Other observations

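The splits of the arrays within a day were counted as planned; the other tests in this part were chosen only after the result was seen.

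Because both dyes probably share their extracts, each day compares 3 against 3 and gives 10 splits. No result can reach a share below 1 of 10 there, so this count cannot exclude chance at a single day whatever the data, and it says nothing against the tests by limma and camera. The real split gave the largest result, 1 of 10, for the counts of down- and up-regulated genes and of down-regulated respiratory chain genes at each day, for the medians of the S2 Table list and of mitochondrial ribosomal protein genes at each day, and for the genes that change with age in control flies. For the respiratory chain it was 1 of 10 at days 2 and 6 and 4 of 10 at day 11. For the proteasome genes it was 2 of 10 at day 2 and 1 of 10 later, and for cytosolic ribosomal protein genes 3 of 10 at day 2 and 1 of 10 later. Over the 3 days together, 100 splits were drawn, with Cy5 and Cy3 arrays moved together by an assumed pairing of their numbers. By these, chance can be excluded for the genes down-regulated at all 3 days (1 of 100) and for those changed on average (1). The same holds for the averaged medians of the respiratory chain (1), the proteasome (4) and the cytosolic ribosomal protein genes (1). The averaged median of the S2 Table list also gave 1 of 100. The paper chose this list on the real grouping of these arrays, so the real split was favoured and this count does not exclude chance. Chance cannot be excluded for the mitochondrial ribosomal protein genes (93 of 100), whose fold changes go from -0.14 at day 2 to 0.16 at day 11.

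The level of the driver falls with age, and the fall of the respiratory chain genes does not follow it at once. From day 2 to day 6, the Gal4 spot changed by -1.64 with PABPN1-17ala, while the log2 fold changes of the 66 respiratory chain genes went further down, by a median of -0.209. Of these genes, 39 went further down on both dyes and 10 went up; the test of this difference passed with camera and did not with fry. An effect that tracks the Gal4 level at each day is argued against by this direction; a delayed or cumulative effect stays open and was not tested.

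For PABPN1-17ala day 2 replicate 1, one label names the control genotype. The 305 genes called at day 2 on the Cy3 arrays were used to ask whether this Cy5 array holds control RNA. On it, 84.3% of them moved the same way as on the Cy3 arrays, against 95.1% and 98.7% on PABPN1-17ala replicates 2 and 3 and 36.7% to 57.7% on control arrays of the same day and dye. Control RNA on this array is argued against, and no biological explanation was tested.

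Control arrays of day 2 with Cy5 and with Cy3 correlate below 0 across genes (-0.49 to -0.08), while arrays of one dye correlate above 0 (0.30 to 0.44 for Cy5 and 0.29 to 0.52 for Cy3). On these arrays, the sample and the reference both hold RNA of control flies at day 2. Ratios of Cy3 arrays deposited with the opposite sign are argued against, because the log2 fold changes of both dyes at day 6 correlate at 0.794. A dye bias of each spot that is the same on all arrays is argued against, because the dye difference of control day 2 does not recur in control flies at day 11 (correlation 0.02) and little with PABPN1-17ala at that day (0.27). A dye bias of each spot on the arrays of days 2 and 6 is a candidate explanation, since this difference recurs in the other conditions of these days with correlations of 0.65 to 0.81. No biological explanation was tested.

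In control flies, the 25 sarcomere genes changed from day 2 to day 11 by a median of -0.42, with 16 below 0 on both dyes and 1 above (camera, adjusted p = 0.000688; fry, adjusted p = 0.00321; camera with the estimated correlation did not pass, adjusted p = 0.403). The median was -0.41 after centring and -0.41 after quantile normalization within a dye. Across all genes, changes with age on both dyes correlated at r = 0.143 only. The respiratory chain genes changed by -0.24 and the S2 Table list by -0.18 (-0.049 and -0.076 after quantile normalization), and the cytosolic ribosomal protein genes by -0.04, a direction that flips to 0.04 after quantile normalization. With PABPN1-17ala, the sarcomere genes had medians of 0.04 at day 2 and -0.11 at day 6 relative to control flies (camera, adjusted p = 0.654 and 0.373). The snoRNA and tRNA genes did not pass in any of the comparisons, with medians from -0.02 to 0.04 and from -0.04 to 0.01.

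Several genes that the paper measured by RT-qPCR were not called on the arrays at day 2, with log2 fold changes of -0.13 for ewg, 0.05 for delg, 0.03 for dERR, -0.06 for smg and -0.04 for Cpr100A. Of the genes that it studies through mutants, the changes at day 2 were -0.01 for twin, -0.15 for pum, 0.01 for hiiragi and 0.17 for Pabp2, and none was called. At day 6, smg changed by 0.02. Pabp2 was higher by 0.33 at day 6 and 0.27 at day 11, above all control arrays of its dye on 6 of 6 arrays at both days, and was called at neither (adjusted p = 0.426 and 0.591 from limma). The single fit of 36 arrays called Pabp2 at both of these days. GstD1, whose reporter the paper uses, was higher by 2.17 at day 2 (adjusted p = 2.77e-05), 1.05 at day 6 (0.0215) and 1.37 at day 11 (0.0101), above all control arrays of its dye on 6 of 6 arrays at each day.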
